# TRα1 mutant suppresses KLF9 to cause endometrial metaplasia with ectopic IL-33 expression leading to uterine fibrosis and infertility

**DOI:** 10.1038/s41598-025-86848-5

**Published:** 2025-01-31

**Authors:** Elijah Edmondson, Takahito Kimura, Eunmi Hwang, Minjun Kim, Andrew Warner, Yuelin Zhu, Li Zhao, Yanlin Yu, Xuguang Zhu, Maria Hernandez, Noemi Kedei, Sheue-yann Cheng

**Keywords:** Thyroid hormone receptor α1, Female reproduction, Resistance to thyroid hormone, KLF9, Spatial transcriptomics, Endometrial metaplasia, Infertility, Genetics, Diseases, Endocrinology

## Abstract

Thyroid hormone receptors (TRs) mediate the genomic actions of thyroid hormone. Mutations of THRA gene cause a human disease known as resistance to thyroid hormone (RTHα). We created a mouse model expressing a dominant negative mutated TRα1 (Thra1^PV/+^ mice) that exhibits growth retardation, bone abnormalities, constipation, and anemia, as found in RTHα patients. In addition, female Thra1^PV/+^ mice exhibit decreased fertility. In the present study, we aimed to characterize the molecular events leading to infertility. Histologically, there was progressive uterine atrophy in Thra1^PV/+^ mutant mice, characterized by squamous metaplasia of the endometrial mucosa and endometrial fibrosis. RNA-seq analysis of laser-captured micro-dissected endometrium and spatial transcriptomics revealed a key role for Krüppel-like factor (Klf9), a directly-regulated TR target gene, in normal endometrial differentiation. Klf9 was suppressed in the endometrium of mice harboring mutated TRα1 and pathway analysis revealed that deficient Klf9 signaling was associated with squamous differentiation, consistent with the endometrial metaplasia observed histologically. Further, we showed that this metaplastic endometrial mucosa was the source of ectopic IL-33, which was associated with increased T-cell infiltrates, destruction of glands, and endometrial fibrosis. Our studies provide new insights to understand uterine epithelial morphogenesis and how thyroid dysfunction could lead to female infertility.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-86848-5.

## Introduction

Thyroid hormones (TH) are known to affect female reproductive function^1,2^. TH modulate the development, differentiation, and metabolism of the ovary and uterus and abnormal thyroid status – hypothyroidism or hyperthyroidism – are associated with reproductive abnormalities, such as menstrual irregularity, infertility, poor pregnancy outcomes, and gynecological disorders^1,2^. These observations indicate a complex molecular interplay between the biological activity of TH and reproductive function; however, the molecular mechanisms underlying reproductive abnormalities with thyroid dysfunction are incompletely understood^1,2^.

Thyroid hormone receptors (TR) are central to the molecular actions of TH. TRs are TH-dependent transcription factors that mediate the genomic actions of TH in differentiation, development, and maintenance of metabolic homeostasis. Humans have two TR genes, *THRB* and *THRA*, which are located on different chromosomes and encode three major TH binding receptors: TRβ1, TRβ2, and TRα1. These TH receptors share high sequence homology in the DNA binding domain and hormone binding domain, but differ in the length and amino acid sequences in the amino-terminal A/B domains. Expression of these TR isoforms is tissue-dependent and developmentally regulated^3–5^ and there are documented TR isoform-specific functions as well as redundant functions^6^. These are regulated by different types of TH response elements on the TH target genes, as well as by a host of co-repressors and co-regulators. In addition, TR can mediate actions via non-genomic pathways^7–9^.

Mutations of the *THR* genes are known to cause human disease. Despite high sequence homology in the DNA and hormone binding domains, distinct in vivo molecular actions of TRβ and TRα1 produce unique clinical manifestations in patients. *THRB* mutations, known as resistance to thyroid hormone β (RTHβ), present with elevated serum TH, non-suppressible thyroid stimulating hormone (TSH), and other symptoms, including slow growth, hearing loss, and attention deficit–hyperactivity disorder^10^. In contrast, mutations of the *THRA* gene, known as resistance to thyroid hormone α (RHTα), produce near-normal thyroid function tests, but patients develop an array of distinct abnormalities compared to RTHβ, including growth retardation, delayed bone development, constipation, and erythroid disorders^11–13^. Much has been learned about the molecular actions of TRβ mutants through extensive studies in cultured cells and mouse models^10,14,15^. However, relatively little is known about RTHα mutations, which were first reported in 2012 and 2013 ^11,12,16^, 23 years after the identification of causative mutations of the *THRB* gene in RTHβ^16^.

Prior to the discovery of patients with THRA mutations, three *THRA* gene knock-in mouse models were created to explore the in vivo molecular actions of TRα1. A knock-in mutant mouse expressing a dominant negative TRα1 mutant (R384C) exhibits enhanced basal metabolism, increased sympathetic outflow, and a lean phenotype, reversible with T3-treatment^17^. Another knock-in mutant mouse expressing a dominant negative TRα1 mutant (P384H) exhibits visceral adiposity and impaired catecholamine-stimulated lipolysis^18^. Mice expressing a potent dominant negative C-terminal frame-shifted TRα1 mutant (TRα1PV; *Thra1*^*PV/+*^ mice) are dwarfs that show delayed bone development, erythroid disorders, and intestinal abnormalities^15,19–22^. Subsequently, a TRα1 mutant mouse expressing TRa1L400R, after CRE/LoxP-mediated DNA recombination, was generated. Early expression of the dominant negative mutant affects postnatal development and adult homeostasis^23^. Notably, dominant negative TRα1 mutants with different mutation sites differ in the phenotypic manifestations, suggesting diverse actions of TRa1 mutants. These in vivo studies facilitated the identification of patients with mutations of the *THRA* gene and have advanced the understanding of the in vivo actions of TRα1 mutants^11,12^.

The phenotypic complexity produced in mice with TRa1 mutations, including infertility, presents an opportunity to better understand the interplay between thyroid hormone signaling and reproductive disease. Infertility in *Thra1*^*PV/+*^ mice was driven by uterine pathology characterized by endometrial squamous metaplasia with transcriptional perturbations that included suppression of Krüppel-Like factor 9 (*Klf9*), a key transcriptional regulator for squamous differentiation^24^ and endometrial differentiation^25,26^. The endometrial squamous metplasia in *Thra1*^*PV/+*^ mice served as a source for ectopic IL-33 expression, normally expressed in vaginal squamous mucosa, but not uterus^27^. Uterine IL-33 dysregulation has also been linked reproductive pathology in women^28^. Our studies reveal a link between TRa1 mutation, deficient uterine Klf9 signaling, endometrial metaplasia, and IL33-induced uterine pathology.

## Results

### *Thra1*^*PV*/+^ mice develop progressive uterine atrophy, endometrial squamous metaplasia, and uterine fibrosis

Comparison of uterus weight between wild-type (WT) and *Thra1*^*PV*/+^ mice showed a 65% reduction in mutant mice (Fig. 1a). When controlling for the decreased body weight of *Thra1*^*PV*/+^ mice, the relative uterus weight was still decreased compared to WT mice (Fig. 1a). The mutant uterus was grossly decreased in size and pale (Fig. 1b). We next examined uterine sections histologically from estrous cycle-matched females to characterize the morphologic changes associated with reduced uterus weight. The uterine lining in WT mice was composed of a simple columnar epithelium that branched into tubular glands within the endometrium (Fig. 1c). In contrast, the mutant endometrial lining was attenuated and often composed of stratified squamous cells with markedly reduced glands (Fig. 1c). The reduction in number of glands was extensive, with an 82% decrease in the number of glands per mm^2^ in the endometrium of mutant mice compared to WT (Fig. 1d).

The abnormally differentiated luminal epithelium in *Thra1*^*PV*/+^ mice was characterized by a multifocal replacement of the single layer of columnar cells by stratified squamous cells (Fig. 1c). The squamous metaplasia often affected greater than 50% of the endometrial epithelium and affected all regions of the uterine horn similarly.

The proliferative index of the endometrial epithelium was quantified with immunohistochemical (IHC) staining for Ki-67, which showed decreased staining in the endometrial luminal epithelium and glands of the mutant uterus (Fig. 1e). In addition to decreased proliferation, increased apoptosis was also observed in *Thra1*^*PV*/+^ mice, as indicated by increased cleaved caspase-3 positive glands as compared with WT mice (Fig. 1f). These data demonstrate that the reduced uterus weight in *Thra1*^*PV*/+^ mice was associated with decreased proliferation and increased apoptosis in the endometrial epithelium.

**Fig. 1:**
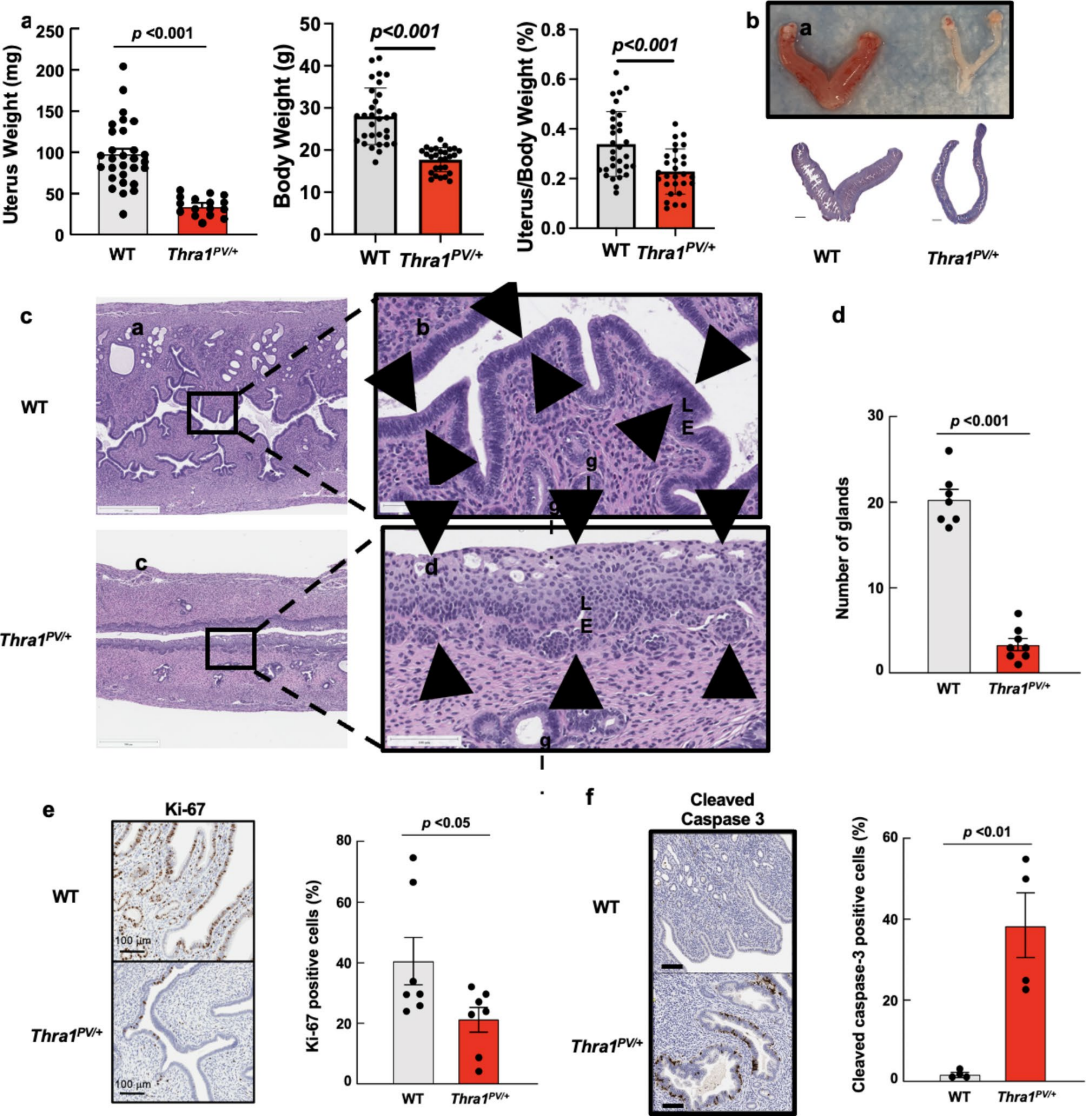
Uterine atrophy in*Thra1*^*PV/+*^ mice is characterized by decreased uterine weight, size, decreased Ki-67 staining, and increased cleaved caspase-3 staining in the mucosa. (**a**) Uterus of WT and *Thra1*^*PV/+*^ mice were dissected and weighed (*n* = 31 for WT, *n* = 16 for *Thra1*^*PV/+*^ mice). (**b**) Gross and histologic images of uterus from WT and *Thra1*^*PV/+*^ mice at 6 months of age (**c**) Histology of wildtype and *Thra1*^*PV/+*^ mutant uterus; solid arrow heads outline uterine mucosa at 6 months of age. (**d**) Quantification of the number of endometrial glands per mm^2^. (**e**) Comparison of Ki-67 proliferative index in WT and mutant endometrium. **(f)** Comparison of cleaved caspase-3. Error bars represent means *±* SEM. *p* < 0.05 *; *p* < 0.01 **; *p* < 0.001 ***.

Loss of endometrial glands and increased endometrial fibrosis *were observed* in mutant mice. Trichrome staining in sections of WT and mutant uterus demonstrated redundant collagen fibrils that replaced normal endometrial glands and stroma in the atrophied uterus of mutant mice. (Fig. 2a). We then carried out western blot analysis to quantify the collagen types commonly expressed in the uterus. The expression of three collagen genes, *Col6a5*, *Col7a1*, and *Col17a1*, were elevated 2.6-3.7-fold at the mRNA level in the uterus of *Thra1*^*PV*/+^ mice (Fig. 2b, c, and d respectively). Consistently, the protein levels of these collagens were also elevated in the endometrium of mutant mice (Fig. 2b, c, and d)) for Col6a5, Col7a1, and Col17a1, respectively. These results demonstrate that mutations of the *Thra* gene result in endometrial fibrosis in the mouse uterus.

### Altered global gene profiles in distinct cellular compartments of WT and mutant endometrium

The histological abnormalities observed prompted us to comprehensively evaluate transcriptional pertubations induced by mutations of the *Thra* gene at the genome-wide level. We carried out bulk RNA-seq of laser-captured micro-dissected (LCM) endometrium from WT and *Thra1*^*PV*/+^ mice. 

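Endometrium was laser-captured from frozen uterine sections of 4 WT mice and 4 *Thra1* PV/+ mice in metestrus. The *Thra1* PV/+ mice carry the PV mutation in 1 allele of *Thra*. The authors trimmed the reads with Trimmomatic, estimated counts with salmon for mouse genome mm10 and deposited them as estimated counts per gene, without normalization, for 52325 genes. They also deposited a table of TPM values. The sorted TPM values of the 8 libraries differed by at most 0.291 TPM at any rank, which is the form quantile normalization gives. For the comparison of genotypes, the estimated counts were rounded to whole numbers. They summed to between 48791602 and 59818887 per library, with a median of 50539276 in *Thra1* PV/+ and 51275842 in WT endometrium. The 18174 genes that passed edgeR's filterByExpr were normalized by TMM and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with genotype as the only term. A gene was called at a fold change of 2 or more and an adjusted p-value of 0.1 or less, the thresholds given in the Supplementary Information. CPM values are given after TMM normalization. Single values were also compared by a two-sided exact permutation test over the 70 arrangements of 4 libraries against 4, which cannot give a p-value below 0.0286. Across the tested genes, which are not independent replicates, the Pearson correlation of log2 CPM between libraries of 1 genotype ranged from 0.901 to 0.974. The counts of *Thra* do not tell the PV transcript from the WT transcript. They came to 80.1 ± 34.2 CPM (SD, n = 4) in *Thra1* PV/+ and 78.0 ± 33.7 CPM (SD, n = 4) in WT endometrium, a log2 fold change of 0.04 (standard error 0.39, adjusted p = 0.987 from edgeR's quasi-likelihood test).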

To eliminate the effects of the hormonal fluctuations during the estrous cycle, we synced both the WT mice and mutant mice at the metestrus phase. 

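The 8 libraries were clustered on the 500 genes with the largest variance, which were chosen without regard to genotype. Average linkage on 1 minus the Pearson correlation of log2 CPM placed 8 of 8 libraries with their own genotype. Libraries 2 and 3 of *Thra1* PV/+ mice joined first, at a distance of 0.166, and the branches of the 2 genotypes joined last, at 0.722. With the number of genes raised from 500 to all tested genes, 5 of 8 libraries fell with their genotype. With a larger set of variable genes, or with complete linkage, 6 of 8 did, and WT libraries 3 and 4 fell with the *Thra1* PV/+ libraries. The first principal component of the 500 genes held 55.2% of their variance and placed the 4 *Thra1* PV/+ libraries above the 4 WT libraries (difference of means 77.1, exact permutation test, p = 0.0286). The second component held 20.1% and did not separate the genotypes (exact permutation test, p = 0.429).

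**Figure D1:**
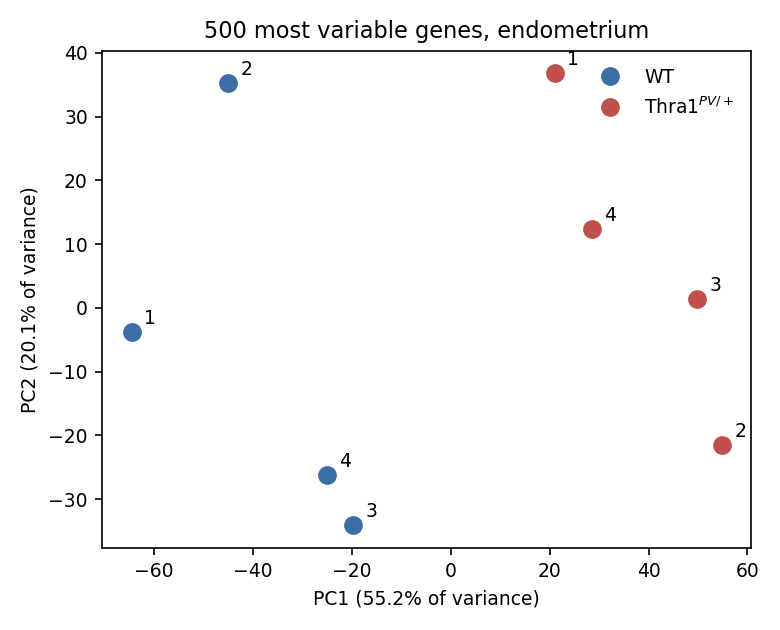
First and second principal components of the 500 most variable genes, one point per library (n = 4 per genotype), numbered by replicate, with the share of the variance on each axis. The *Thra1* PV/+ libraries lie to the right of the WT libraries on the first component, while both genotypes spread along the second.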

The differentially expressed gene (DEG) (Supplementary Table 1) and unsupervised hierarchical clustering (Supplementary Fig. 1a) showed distinct endometrial gene expression profiles for WT and mutant mice. 

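At the thresholds of the Supplementary Information, edgeR's quasi-likelihood test called 180 genes. For each of the 180 genes, the 4 *Thra1* PV/+ libraries did not overlap with the 4 WT libraries. Among all tested genes, 1098 showed no overlap, a share of 6.04% where chance gives 2.86%. The alternative that moved the number most was an unadjusted p-value under 0.05 with no fold change threshold, which 1775 genes passed. DESeq2, which the authors used, called 793 genes at the thresholds of the Supplementary Information. Of the 35 splits of the 8 libraries into 4 and 4, the split by genotype included, 3 gave at least 180 calls. Transcripts of stratified squamous epithelium were among the largest increases. *Krt15* (ENSMUSG00000054146.8, chromosome 11 of GRCm38, 100131758 to 100135928) had 912 ± 158 CPM (SD, n = 4) in *Thra1* PV/+ and 3.98 ± 4.62 CPM (SD, n = 4) in WT endometrium, a log2 fold change of 7.84 (standard error 1.17, adjusted p = 0.0272 from edgeR's quasi-likelihood test). *Krt5* (ENSMUSG00000061527.6, chromosome 15, 101707070 to 101712898) had 1461 ± 446 CPM against 8.48 ± 7.30 CPM, a log2 fold change of 7.43 (standard error 1.10, adjusted p = 0.0268). Without WT library 4, the adjusted p-value of both keratin genes was 0.115. Keratin genes are similar in sequence, and how salmon divided reads between them cannot be seen in the deposited counts. *Col17a1* (ENSMUSG00000025064.14, chromosome 19, 47646344 to 47692094) had 178 ± 29.0 CPM against 1.23 ± 0.656 CPM, a log2 fold change of 7.17 (standard error 0.44, adjusted p = 0.00113), with *Thra1* PV/+ library 3 above the other 3. *Trp63* (chromosome 16, 25683763 to 25892102) had a log2 fold change of 6.11 (standard error 0.53, adjusted p = 0.00333). *Ivl* (chromosome 3, 92570902 to 92573735) had at most 2 counts in any WT library and between 432 and 891 counts in the *Thra1* PV/+ libraries, so against the floor of 3 counts it was at least 221-fold higher. The log2 fold changes of *Fat2*, *Trim29*, *Pkp1*, *Lgals7* and *Krt14* lay between 6.76 and 7.28. *Pkp1* had 1 count in WT library 1 and at least 55 in the other WT libraries, and *Krt14* was called in 2 of the 8 fits that each left out 1 library.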

We detected 592 DEG (*p* < 0.05) using bulk RNAseq on LCM capture endometrium. It is of interest to note that the up-regulated genes (489 genes) were nearly 5-fold higher than the down-regulated genes (102 genes).

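Of the genes called by edgeR's quasi-likelihood test, 168 were higher and 12 were lower in *Thra1* PV/+ endometrium, so 93.3% were higher, a ratio of 14. With DESeq2, 567 genes were higher and 226 were lower, and 71.5% were higher. At an unadjusted p-value under 0.05 with no fold change threshold, 917 genes were higher and 858 were lower. Among the genes that fell, *Foxj1* (ENSMUSG00000034227.7, chromosome 11 of GRCm38, 116330704 to 116335399) had 2.94 ± 0.595 CPM (SD, n = 4) in *Thra1* PV/+ and 17.0 ± 4.66 CPM (SD, n = 4) in WT endometrium, a log2 fold change of -2.54 (standard error 0.27, adjusted p = 0.00723 from edgeR's quasi-likelihood test). It was called in all 8 fits that each left out 1 library. *Gm12897* had a log2 fold change of -2.51 (standard error 0.34, adjusted p = 0.0202) and was also called in all 8. *Pcp4l1* had the lowest log2 fold change of these called genes, -3.80 (standard error 0.76, adjusted p = 0.0944), followed by *Dpep1* at -3.77 (standard error 0.71, adjusted p = 0.0725). *Pcp4l1* was called in 2 and *Dpep1* in 1 of those 8 fits, and without WT library 1 (363 CPM of *Pcp4l1*, against 34.3 to 94.5 CPM in the other WT libraries) *Pcp4l1* had -2.57, nearer 0 than *Dpep1* in any of the 8 (-4.11 to -3.33). *Pcp4l1* in *Thra1* PV/+ library 4 stood above the other *Thra1* PV/+ libraries. *Gmpr*, *Aspa*, *Pcyt1b* and *Flywch2* had log2 fold changes between -2.06 and -1.24, and each lost its call in at least 5 of the 8 fits.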

**Fig. 2:**
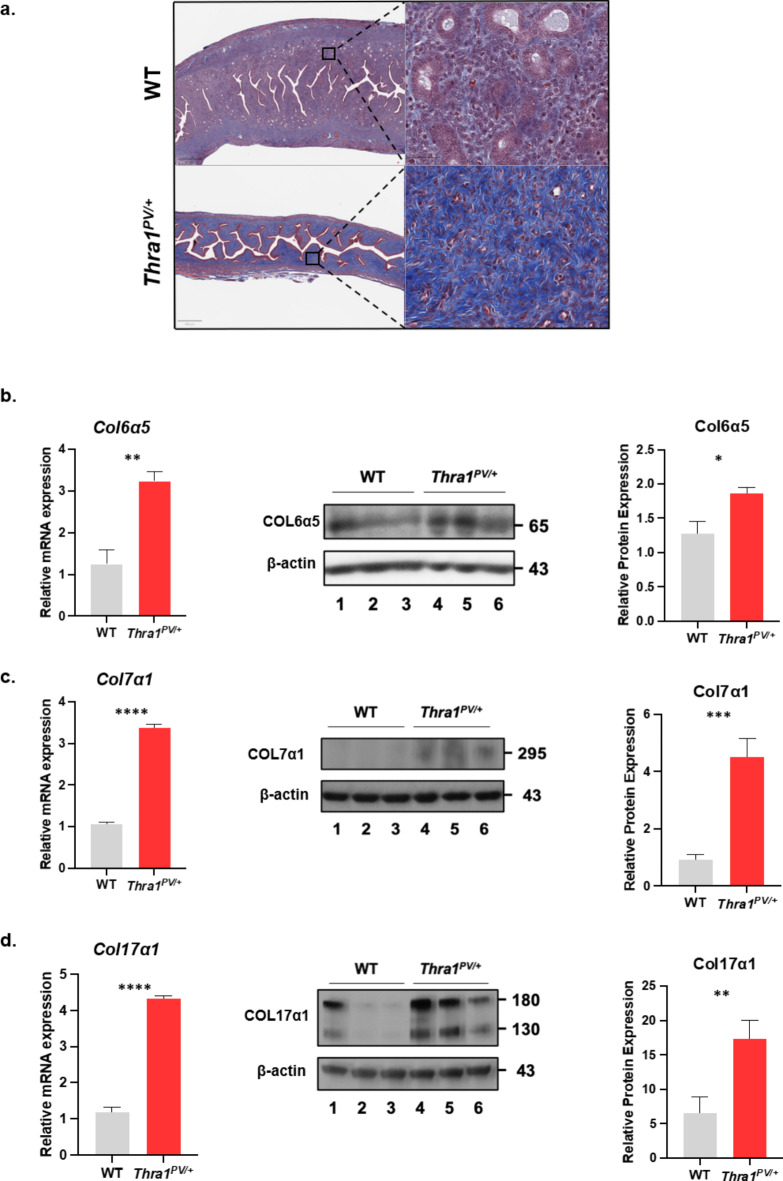
Endometrial fibrosis in *Thra1*^*PV/+*^ mice. (**a**) Sections of WT and *Thra1*^*PV/+*^ uterus at 6 months of age stained with Masson’s Trichrome showed increased fibrosis in mutant endometrium (**b-d**) The expression of three collagen genes (*Col6a5*, *Col7a1*, and *Col17a1*) was determined by qPCR and was shown to be elevated in the uterus of *Thra1*^*PV/+*^ mice (age: 5–7 months) as compared with WT uterus (age: 4–6 months) (B-a, b, and c, respectively). Increased protein levels of three collagens (COL6a5, COL7a1, and COLl17a1) was demonstrated by western blot (WB) Values are means *±* SEM from duplicated runs, each with 5 WT and 5 mutant mice for C-II-a, and C-II-b. Values are means *±* SEM from duplicated runs, each with 3 WT and 3 mutant mice. *p* < 0.05 *; *p* < 0.01 **; *p* < 0.001 ***; *p* < 0.0001 ****.

The complex histologic changes in the mutant endometrium described above suggest that the DEG could act within the context of micro-anatomical compartments to mediate abnormal phenotypic manifestations. We therefore used the GeoMx Digital Spatial Profiler^29^ Whole Transcriptome Atlas to spatially map genes differentially expressed between WT and mutant in distinct anatomical regions of the endometrium, including luminal epithelium, glands, and endometrial stroma.

Spatial transcriptomics provided distinct gene expression patterns for uterine epithelium and stroma. Unsupervised clustering of highly variable genes revealed distinct clusters that separated by genotype, histology class (mucosa, gland, or stroma), and age (Supplementary Fig. 2). DEG patterns were detected in uterine epithelium (Fig. 3a) and stroma (Fig. 3b). As shown in Tables 1, 629 DEG were found in the epithelium; 435 genes were enriched in WT and 194 genes were enriched in mutant. Fewer DEG (*n* = 191) were detected in the endometrial stroma, with 104 enriched in WT and 87 enriched in mutant stromal tissue.

Overlap in DEG between epithelium and stroma was observed for only 61 DEG (Fig. 3c), indicating unique transcriptional programs in the epithelial and stroma compartments. Interestingly, as mice aged, a lower number of DEG were detected in epithelium (from 470 to 260 genes) and stroma (from 319 genes to 124 genes) (Table 1). The age-dependent differences in DEG can be seen in the Venn diagram (Fig. 3, d and e), in that there were only 21 overlapping DEGs between the young (< 5 months) and the old (> 5 months). Similarly, a small number of overlapping DEGs (9 genes) were found in the stroma between the young (< 5 months) and the old (> 5 months) (Fig. 3e).

**Table 1:** Comparison of differentially expressed genes (DEG) in uterine epithelium and stroma in younger and older mice.

	WT enriched genes	Thra1^PV/+^ enriched genes	Total DEGs
Epithelium	435	194	629
Stroma	104	87	191
Epithelium *2–5 months*	225	245	470
Stroma *2–5 months*	132	187	319
Epithelium *5–10 months*	59	201	260
Stroma *5–10 months*	63	60	124

**Fig. 3:**
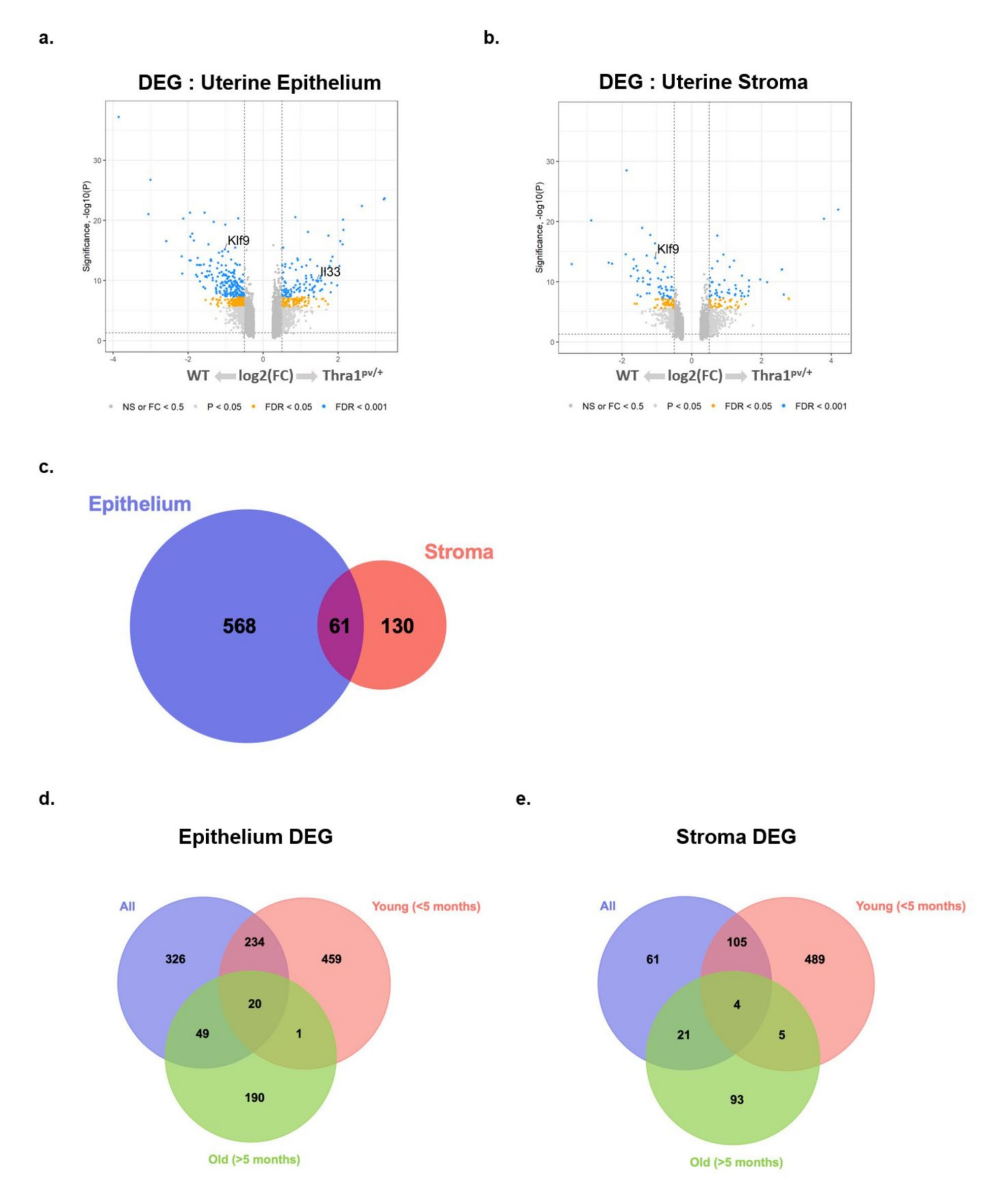
Distinct gene expression in the epithelium and stroma of WT and*Thra1*^*PV/+*^ endometrium by spatial profiling. (**a**) Differentially expressed genes (DEG) of the uterine epithelium and (**b**) uterine stroma. *Klf9* expression was decreased in mutant epithelium and stroma. (**c**) Distinct gene expression patterns between epithelium and stroma were observed; 61 DEG were common between these two spatial compartments. (**d**) Venn diagrams show the limited number of overlapping genes between young (< 5 months) and old (> 5 months) in both the epithelium (**d**) and stroma (**e**).

### TRα1 mutation suppresses uterine KLF9 signaling, resulting in abnormal squamous differentiation of the endometrial epithelium

One DEG in the endometrium that captured our attention was the Krüppel-Like Factor 9 (*Klf9*) gene. Earlier studies have indicated that global loss of KLF9 expression, though not lethal to embryos, causes a subfertility phenotype, including decreased proliferation and increased apoptosis in endometrial glands, mucosa, and stroma cells^30^. Importantly, KLF9 is directly regulated by TH in a TR-dependent manner both in vivo and in vitro^31,32^. TRs induce Klf9 expression to regulate neurogenesis, hepatocyte proliferation, and hepatocyte differentiation^32^. Notably, KLF9 controls the proliferation of squamous cells^24^. We thus hypothesized that endometrial squamous metaplasia in *Thra1*^*PV/+*^ mice could be mediated via deficient KLF9 expression.

To support this hypothesis, we analyzed the expression of the *Klf9* gene using multiple approaches. The expression of the *Klf9* gene was significantly decreased in both the *Thra1*^*PV/+*^ uterine epithelium and stroma when compared to WT mice (Fig. 4a). The expression of the *Klf9* gene was 2.4 and 3.5-fold higher than mutant in uterine epithelium and stroma, respectively. Confirmation using qPCR and WB analyses of total uterus showed a reduction of ~ 65% in the expression of *Klf9* mRNA (Fig. 4b) and protein levels in the mutant mice (Fig. 4c). To localize *Klf9* mRNA and protein in tissue sections, we multiplexed RNAscope and IHC to determine the histologic and spatial context of decreased *Klf9* expression (Fig. 4d). Increased *Klf9* mRNA was observed in WT compared to mutant, particularly in the endometrial stroma. Klf9 protein was also increased in WT, with an intense nuclear pattern in the WT epithelium compared to mutant, which had a relatively weak nuclear signal (Fig. 4d). These results further confirmed that the *Klf9* gene was expressed both in epithelium and stroma compartments and was suppressed in both compartments of mutant mice.

**Fig. 4:**
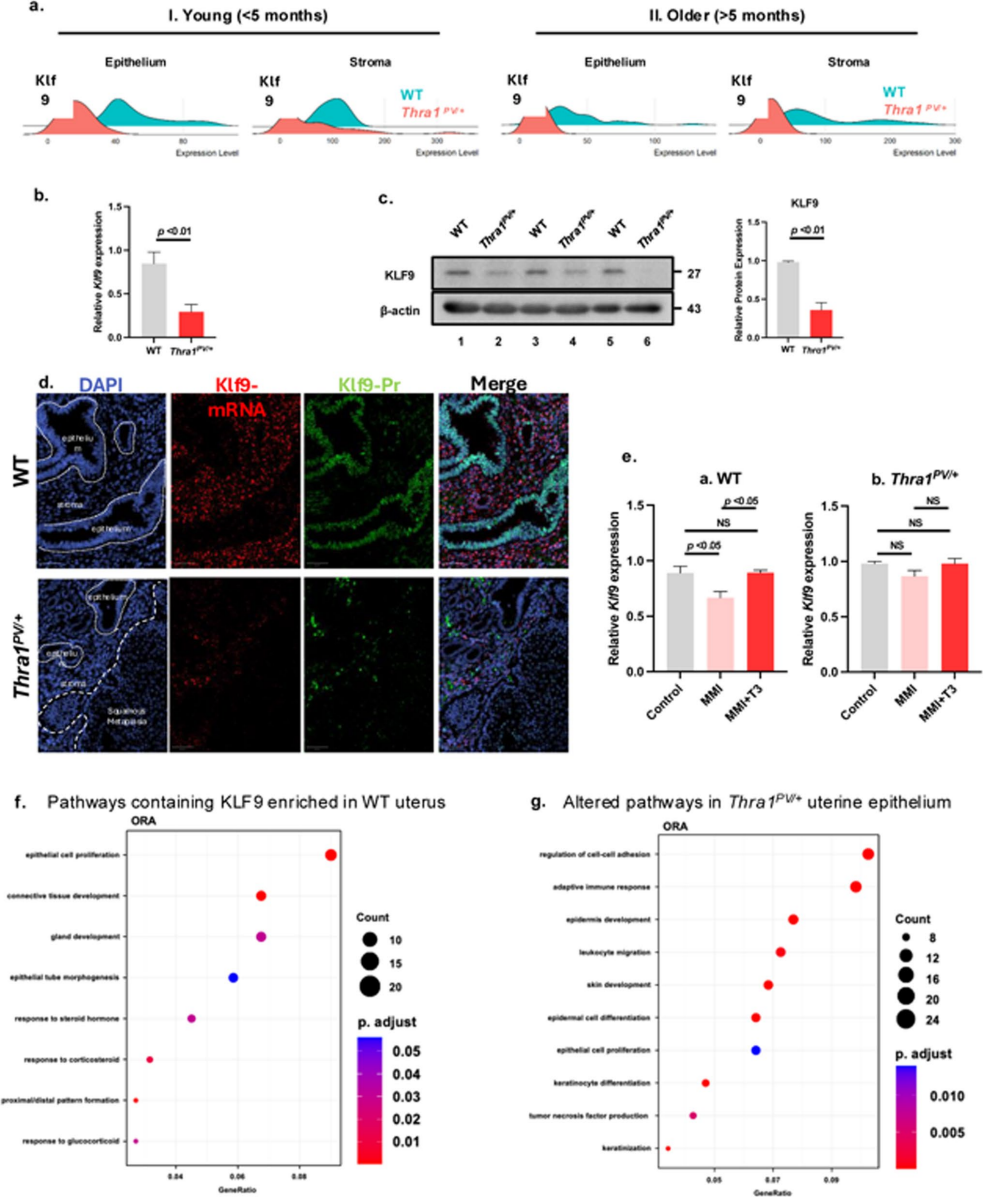
TRa1PV-suppressed KLF9 signaling alters signaling to induce endometrium abnormalities of *Thra1*^*PV/+*^ mice. (**a**). A ridge plot shows decreased *Klf9* expression in the epithelium and stroma in younger (< 5 months) and older mice (> 5 months). (**b**) The expression of the *Klf9* gene was suppressed, as determined by q/PCR using uterus from WT and *Thra1*^*PV/+*^ mice. (**c**) KLF9 protein levels were lower in the uterus of *Thra1*^*PV/+*^ mice (*n* = 3) by western blot analysis; values are means *±* SEM from duplicated runs, each with 3 WT and 3 mutant mice. (**d**) *Klf9* RNAscope and immunohistochemistry on uterine endometrium. (**e**) The expression of the.

*Klf9* gene is regulated by T3: WT and *Thra1*^*PV/+*^ mice were rendered hypothyroid by treatment with methimazole, with or without T3 supplementation. Total RNA was extracted, and the expression of *Klf9* gene was determined by q/PCR. Values are means *±* SEM (*n* = 3). (f.) Pathway analysis from spatial transcriptomic data; significantly enriched pathways containing KLF9 pathways in WT uterus (G). Pathway over-representation analysis showing enriched pathways in *Thra1*^*PV/+*^ uterine epithelium.

Though it was reported that TR/T3 directly regulates the expression of the *Klf9* gene in the liver^32^ and in the bone marrow^31^, we also carried out an experiment to demonstrate that the *Klf9* gene was also regulated by T3 in the uterus of WT mice. We induced hypothyroidism in the WT and *Thra1*^*PV/+*^ mice by treating them with methimazole (MMI), with or without supplementation with T3. MMI treatment of WT mice decreased KLF9 protein levels, which was restored with T3 treatment (Fig. 4e-a). However, in *Thra1*^*PV/+*^ mice, T3 regulation was lost (Fig. 4e-b). We also determined the relative abundance of TRβ1 and TRα1 in the uterus by co-immunoprecipitation analysis. We found that the major TR isoform in the uterus was TRα1 (Supplementary Fig. 3a and b) and confirmed that TRα1PV protein was expressed in the uterus of *Thra1*^*PV/+*^ mice (Supplementary Fig. 3c). These results expand the target tissue to the uterus, in addition to the liver and bone marrow, in which the expression of the *Klf9* gene is regulated by TR/T3.

To assess the functional consequences of the reduced expression of the *Klf9* gene, we carried out pathway enrichment analysis of the differentially expressed genes. Gene Ontology analysis (GO) showed KLF9 signaling was extensively involved in many biological processes and molecular functions, notably epithelial cell proliferation, gland development, female pregnancy, and responses to hormones (Supplementary Table 2). Over-representation analysis (ORA) of genes enriched in WT endometrium showing top pathways were involved in epithelial cell proliferation and morphogenesis, connective tissue development, gland development, and responses to hormones (Fig. 4f). A contrasting gene expression pattern emerged in the mutant uterine epithelium; upregulated pathways in endometrial epithelium of *Thra1*^*PV/+*^ mice included pathways for keratinocyte differentiation, keratinization, and epidermis development (Fig. 4g). The identification of these altered pathways is consistent with the phenotypic manifestation of endometrial squamous metaplasia with keratinocyte morphology in the mutant mice (see Fig. 1B).

### Abnormally differentiated endometrial cells are the source of ectopic IL-33 expression in the uterus of *Thra1*^*PV*/+^ mice

IL-33 is a pleiotropic cytokine that is critical for tissue homeostasis, inflammation, and allergic responses^33^. IL-33 is expressed by a wide variety of cell types, including stratified squamous epithelia from vagina and skin^27^. IL-33 has dual functions as a both a cytokine and as a transcription factor to regulate gene expression^34^. It is thought to function as a regulator of chronic inflammatory diseases, autoimmune diseases, and fibrotic disorders^35^ and functions as an alarmin when released from necrotic and/or damaged tissues^36,37^ in the context of the female reproductive tract, IL-33 has a significant role in normal function^38,39^ and reproductive pathology^28^. The elevated IL-33 in *Thra1*^*PV/+*^ mice prompted us to further characterize its expression in the mutant endometrium.

We multiplexed RNAScope^40^ to detect *Il-33* mRNA with IHC for Cytokeratin and CD45 to localize the cellular source of *Il-33* in the mutant and WT uterus. *Il-33* expression was rare in WT endometrial epithelium (Fig. 5a, sub-panel C and D). In contrast, *Il-33* expression in *Thra1*^*PV/+*^ endometrial epithelium was substantial (Fig. 5a, sub-panel G and H). Strikingly, *Il-33* expression in *Thra1*^*PV/+*^ localized to regions of endometrial squamous metaplasia and was absent in adjacent simple columnar epithelium areas (sub-panel G, marked by solid arrows). Spatial transcriptome data revealed that *Il-33* expression was increased in older mutant mice (5–10 months of age) and was mostly within normal limits in the uterine epithelium from younger mice (Fig. 5b). As WT mice aged, there were no marked endometrial changes and *Il-33* expression was not elevated (Supplementary Fig. 4a and c). However, in the endometrium of aged mutant mice, glands were progressively less common and endometrial squamous metaplasia was prominent (Supplementary Fig. 4b and d). Again, *Il-33* expression consistently localized with endometrial squamous metaplasia (Supplementary Fig. 4b and d). These results demonstrate that *Thra1*^*PV/+*^ mice have persistent *Il-33* expression in the uterine mucosa associated with squamous metaplasia.

Although *Il-33* expression was rare in WT uterus, intense *Il-33* expression is observed diffusely in the stratified squamous epithelium of the cervix and vagina (Supplementary Fig. 5). This is consistent with previous reports, which demonstrated that IL-33 is highly expressed in mouse epithelial barrier tissues, including vaginal mucosa and skin^27^. *Il-33* expression was also observed in the cervix and vagina of *Thra1*^*PV/+*^ mice (Supplementary Fig. 5), but unlike WT mice, intense *Il-33* expression was also observed in the uterine endometrium. Given the intense *Il-33* expression in normal squamous epithelial cells of the cervix and vagina and the aberrant expression of *Il-33* in regions of endometrial squamous metaplasia of mutant mice, we conclude that this *Il-33* expression is ectopic to the uterus.

**Fig. 5:**
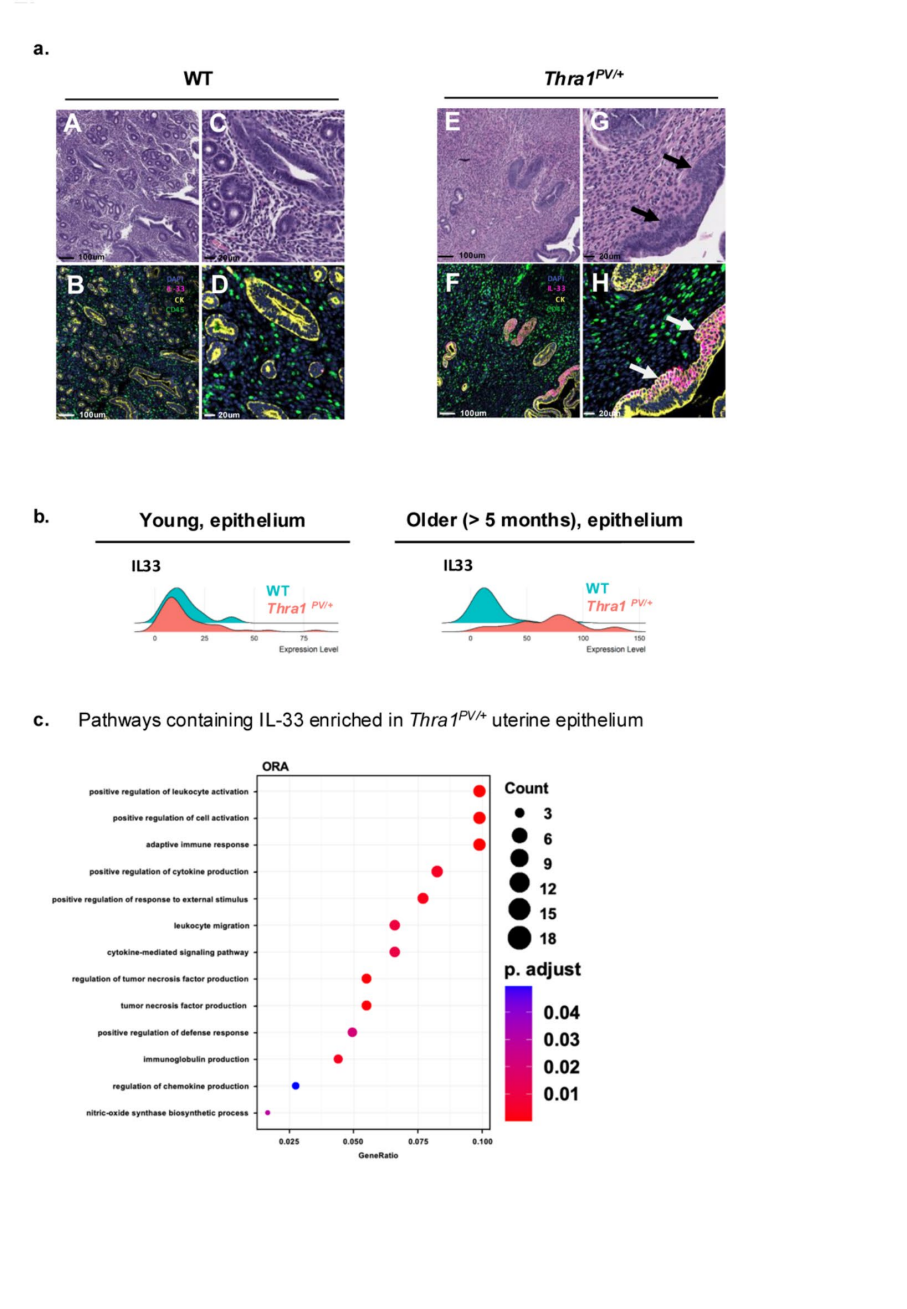
Ectopic uterine*Il-33* expression in regions of endometrial squamous metaplasia in*Thra1*^*PV/+*^ mice. (**a**) Histological comparison of the endometrium and mRNA expression of the *Il-33* gene in the WT and mutant epithelium; solid arrows mark regions of endometrial metaplasia in serial sections stained for H&E (panel G) and IL-33 RNAscope (red) and CK (yellow) and CD45 (green) immunohistochemistry. Cytokeratin (CK) and CD45 were used to label epithelium and stroma, respectively. (**b**) Ridge plot of *Il-33* gene expression in epithelium of young and older WT and *Thra1*.^*PV/+*^ mice (**c**) Enriched pathways in *Thra1*.^*PV/+*^ uterine epithelium containing IL-33.

### *Il-33* Over-expression is associated with altered immune landscape in *Thra1*^*PV/*+^ mice

Using transcriptomic and pathway analysis, we next analyzed the IL-33 mediated pathways by ORA and found that the top pathways were enriched with immune responses such as leucocyte activation and migration, adaptive immune response, defense responses, and immunoglobulin, chemokine, and tumor necrosis factor production (Fig. 5c). In addition, we carried out Ingenuity Pathway analysis on DEG from RNA-seq on laser-captured endometrium and total uterus, which indicates extensive upregulation of immune signaling in *Thra1*^*PV/+*^ mutant mice (Supplementary Fig. 1b). 

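The gene sets of Ingenuity Pathway Analysis were not used here, and total uterus was not analysed here. Lists of marker genes were tested on the libraries of laser-captured endometrium with camera, which compares the genes of a list with all other tested genes, at a preset correlation of 0.01 between genes. Of the 23 lists with at least 3 tested genes, 14 passed an adjusted p-value of 0.05, 8 of them higher and 6 lower in *Thra1* PV/+ endometrium. With fry, the lists of squamous epithelium, of B and plasma cells and of hemidesmosome genes also passed, 3 of the 14, and with a correlation estimated for each list 0 passed, the alternative that moved the number most. At an unadjusted p-value under 0.05, 3 lists passed with the estimated correlation, the same 3 lists. The B and plasma cell list had a median log2 fold change of 0.86 over 17 genes (adjusted p = 5.51e-06 from camera on the edgeR fit), and its mean log2 CPM was 1.53 ± 0.463 (SD, n = 4) in *Thra1* PV/+ and 0.47 ± 0.270 (SD, n = 4) in WT endometrium, with every *Thra1* PV/+ library above every WT library (exact permutation test, p = 0.0286). The T cell list passed camera (adjusted p = 4.86e-05) and not fry (adjusted p = 0.355), both on the edgeR fit. Its median was 0.99 over 19 genes, 3 of 4 *Thra1* PV/+ libraries lay above the WT libraries and the genotypes overlapped (exact permutation test, p = 0.171). The medians of the neutrophil and macrophage lists were 2.08 and 0.39, with exact permutation p-values of 0.0857 and 0.286. Both lists passed camera (adjusted p = 4.31e-06 and 0.0102) and neither passed fry (adjusted p = 0.213 and 0.405). Without 1 library, the medians ranged from 1.56 to 3.22 and from 0.12 to 0.59. In those fits, the camera adjusted p-value of the macrophage list reached 0.257. WT library 4 had a mean log2 CPM of 4.32 on the neutrophil list, and the other 3 WT libraries had between 0.77 and 2.58. The squamous epithelium list had the largest median, 4.48 over 28 genes, of which 14 were called. From its pathway analysis of DEG, the paper reasons that immune signaling was raised in the mutant mice. It also reports immune pathways from its spatial data. By staining, it found more CD3 and CD8a positive T cells, with Iba1 and CD11b positive cells little changed.

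**Figure D2:**
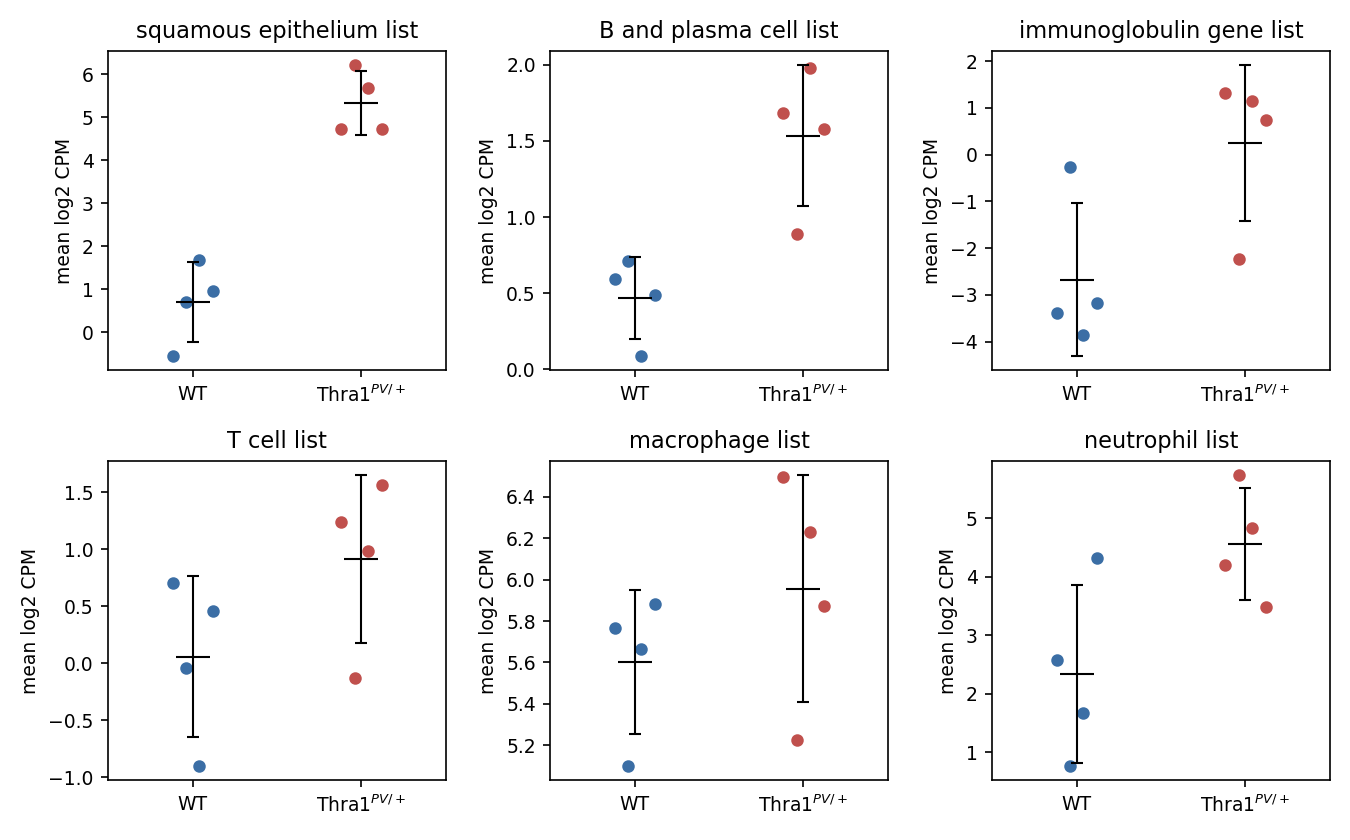
Mean log2 CPM of 6 marker gene lists, one point per library, with the mean and SD of the 4 libraries of each genotype as a dash and bar. Each panel has its own axis, and the genotypes do not overlap for the squamous epithelium and the B and plasma cell lists.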

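Immunoglobulin transcripts were counted apart from the B and plasma cell list. The list, taken by symbol, also holds *Ighmbp2*, which is not an immunoglobulin gene. As listed, it passed camera (adjusted p = 1.85e-28) and not fry (adjusted p = 0.185), both on the edgeR fit. Its median log2 fold change was 2.91, and 2.59 to 5.83 in fits that each left out 1 library. Without *Ighmbp2*, of the 76 immunoglobulin genes tested, 74 had a positive log2 fold change and 0 were called by edgeR's quasi-likelihood test, with a median log2 fold change of 2.94. The immunoglobulin share of all counts was taken over every immunoglobulin gene in the deposited counts, tested or not, without *Ighmbp2*. It was 0.134% ± 0.0783 (SD, n = 4) in *Thra1* PV/+ and 0.0166% ± 0.0215 (SD, n = 4) in WT endometrium. The lowest *Thra1* PV/+ library, library 2, had 0.0307% (95% Wilson confidence interval 0.0303% to 0.0312%, which covers counting error only), below the 0.0486% of WT library 2 (0.0480% to 0.0492%). Immunoglobulin gene segments are close in sequence, and the division of reads between them by salmon cannot be seen in the deposited counts. Of T cell transcripts, *Cd3e* (chromosome 9 of GRCm38, 44998740 to 45009627) had 2.68 ± 1.56 CPM (SD, n = 4) in *Thra1* PV/+ and 0.805 ± 0.360 CPM (SD, n = 4) in WT endometrium. Its log2 fold change was 1.73 (standard error 0.65, adjusted p = 0.434 from edgeR's quasi-likelihood test), and *Thra1* PV/+ library 2 lay far below the other 3.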

Consistently, we found that among the top 15 pathways identified, 12 pathways were related to lymphocyte functions and signaling, including as B-cell development, B-cell receptor signaling, and other immune responses (Supplementary Fig. 1b).

To characterize the immune cell infiltrates in mutant endometrium, we used immunohistochemistry to quantify CD3, CD8a, Iba1, and CD11b positive cells in the endometrium of WT and mutant mice. In *Thra1*^*PV/+*^ endometrial stroma, we found increased CD3 and CD8a positive T-cells (Fig. 6a) and similar numbers of Iba1 and CD11b positive immune cells (Fig. 6a).

The infiltration of the immune cells into the endometrium of mutant mice prompted us to further evaluate the differential expression of cytokine genes. 

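Of the 5 cytokine genes of Fig. 6b, *Il33*, *Ccl3*, *Il23a* and *Il1b* had enough counts to be tested. None of the 4 passed the adjusted p-value of 0.1 over all genes tested with edgeR's quasi-likelihood test, and 3 had an unadjusted p-value under 0.05. Adjusted over the list alone, 4 passed 0.1 and 3 passed 0.05. The paper gives this list from RNA-seq without naming the libraries, so the second adjustment is not independent evidence if they are these ones. *Il33* (ENSMUSG00000024810.16, chromosome 19 of GRCm38, 29925114 to 29960718) had 308 ± 25.0 CPM (SD, n = 4) in *Thra1* PV/+ and 27.9 ± 32.1 CPM (SD, n = 4) in WT endometrium. Its log2 fold change was 3.46 (standard error 0.71, adjusted p = 0.104 from edgeR's quasi-likelihood test, 0.00446 adjusted over the list alone). Every *Thra1* PV/+ library lay above every WT library (exact permutation test, p = 0.0286). WT library 4 had 75.9 CPM of *Il33*, and without it the log2 fold change was 4.68 (adjusted p = 0.00605), the alternative that moved it most. DESeq2 also called *Il33* (adjusted p = 1.91e-05). *Ccl3* (chromosome 11, 83647844 to 83649355) had 6.84 ± 6.30 CPM against 0.989 ± 0.764 CPM, a log2 fold change of 2.79 (standard error 0.81, adjusted p = 0.287), and DESeq2 called it (adjusted p = 0.00949). In fits without 1 library, its log2 fold change ranged from 1.95 (without *Thra1* PV/+ library 2) to 3.49 (without WT library 4). *Il23a* (chromosome 10, 128296139 to 128298752) had 4.96 ± 2.94 CPM against 1.47 ± 1.35 CPM, a log2 fold change of 1.76 (standard error 0.67, adjusted p = 0.439). *Il1b* (chromosome 2, 129364570 to 129371139) had 62.6 ± 53.8 CPM against 11.5 ± 14.3 CPM, a log2 fold change of 2.44 (standard error 1.08, adjusted p = 0.522). WT library 4 was the highest WT library for these 4 genes. *Il9r* (chromosome 11, 32187541 to 32200279) had between 2 and 22 counts in the *Thra1* PV/+ libraries and between 0 and 4 in the WT libraries, too few to pass the count filter of the edgeR fit. DESeq2 called it (adjusted p = 0.0866), and the 6 edgeR fits in which it could be tested did not (adjusted p = 0.457 with at least 1 count, and 0.270 to 0.476 in 5 fits without 1 library). Among 73 cytokine and chemokine genes tested, a family taken by symbol that includes some receptors, 0 were called by edgeR's quasi-likelihood test. In that test 14 had an unadjusted p-value under 0.05, 9 of them higher and 5 lower.

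**Figure D3:**
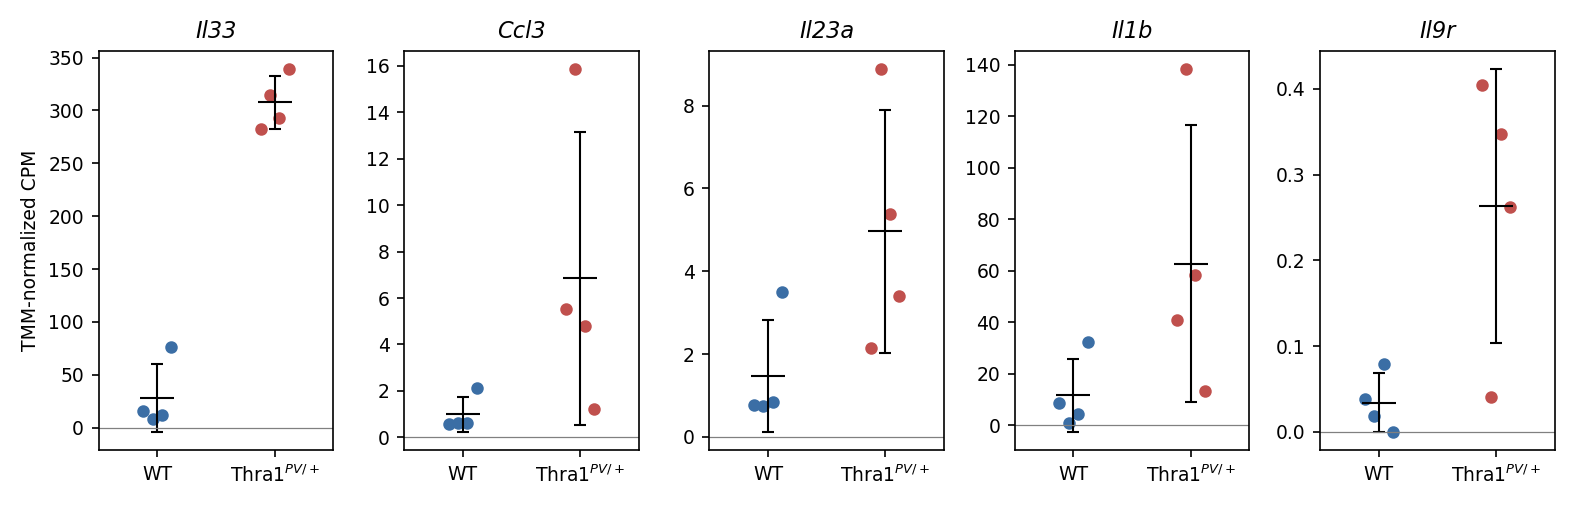
TMM-normalized CPM of the 5 cytokine genes of Fig. 6b, one point per library, with the mean and SD of the 4 libraries of each genotype as a dash and bar. Each panel has its own axis, and the genotypes do not overlap for Il33 alone.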

We identified five significantly differentially expressed cytokine genes with > 1.1-fold of change (Fig. 6b). However, quantitative real-time PCR analysis of the five genes only validated the elevated expression of the *Il-33* mRNA in the mutant mice (Fig. 6c). Western blot analysis on uterus tissue further validated the high elevation of IL-33 at the protein levels in mutant uterus (Fig. 6d).

**Fig. 6:**
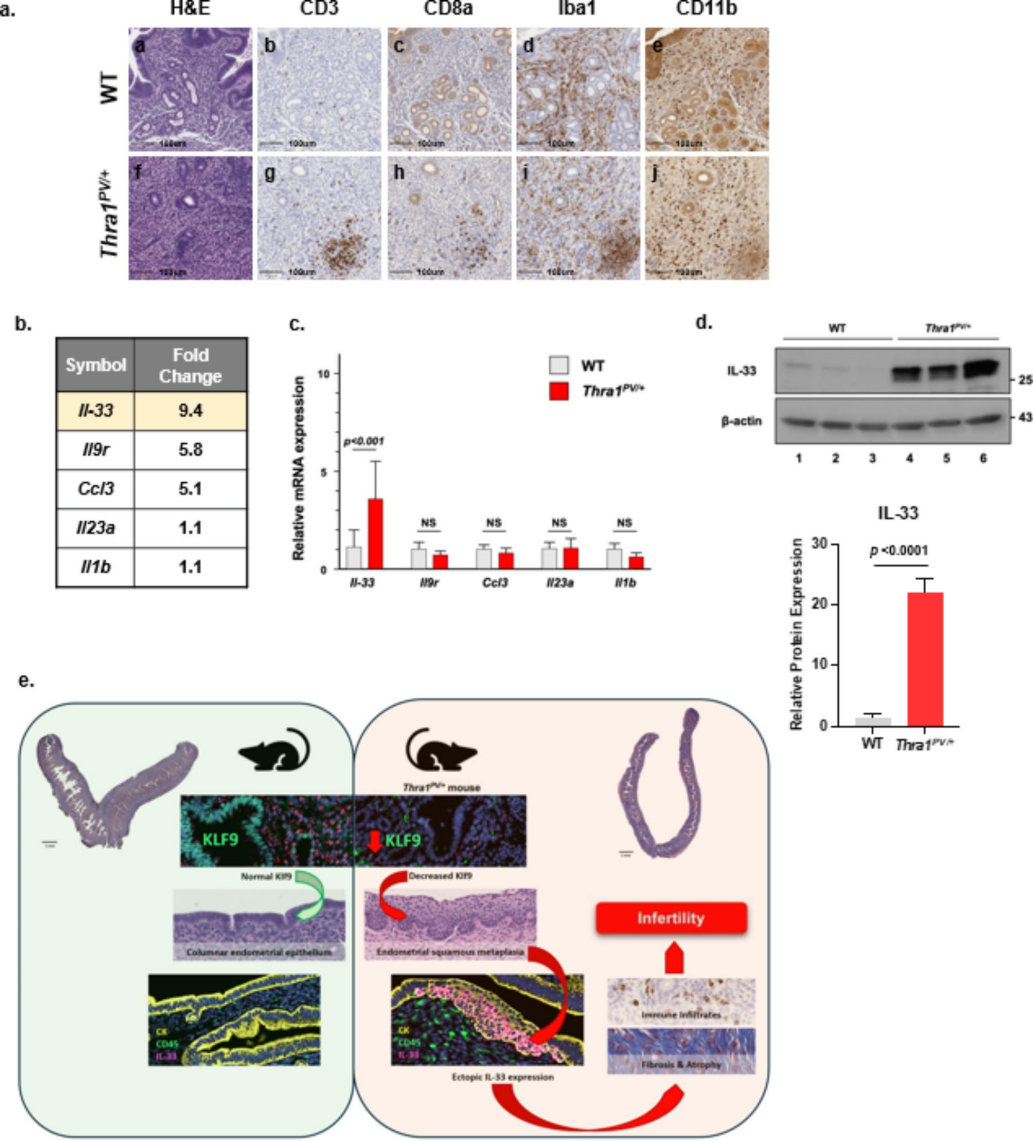
Altered immune landscape in the endometrium of*Thra1*.^*PV/+*^ mice. (**a**) Infiltration of immune cells in the endometrium of *Thra1*.^*PV/+*^ mice. Immunohistochemistry for CD3, CD8a, Iba1, and CD11b. (**b**) Changes in the expression of major cytokines determined by RNA-seq. (**c**) Real-time PCR analysis of cytokines from total RNA of WT and *Thra1*.^*PV/+*^ uterus (**d**) Comparison of IL-33 protein levels in the uterus of WT and *Thra1*.^*PV/+*^ mice by western blot analysis; values are means *±* SEM from duplicated runs, each with 3 WT and 3 mutant mice. (**e**) Graphic representation of a molecular model of the events leading to infertility of *Thra1*^*PV/+*^ mice.

In WT mice, normal Klf9 expression maintains epithelium development, proliferation and functions (Fig. 6e). In *Thra1*^*PV/+*^ mice, suppression of uterine Klf9 alters endometrial cell differentiation, culminating in endometrial squamous metaplasia. These abnormal metaplastic cells serve as an ectopic source of high levels of the alarmin, IL-33, in the uterine endometrium (Fig. 6e). There is a cascade of immune responses in the *Thra1*^*PV/+*^ uterus, resulting in immune cell infiltrates, endometrial fibrosis, uterus atrophy, and infertility (Fig. 6e).

## Discussion

The impact of thyroid dysfunctions on female reproduction has been long recognized^2^. Thyroid disorders can affect menstruation, ovulation, embryo implantation, and development of reproductive organs. While the association of thyroid disorders with female infertility is evident, the underlying mechanisms are less clear. Hypotheses were put forward to suggest that deleterious thyroid disorders on female reproduction were mediated by defective signaling of TRs. To this end, the expression of TRs was demonstrated in the luminal epithelium, glands, stroma, and myometrium of human and other animal uteri^41–43^. However, how the expressed TRs acted to affect female infertility has not been elucidated. The observations that *Thra1*^*PV/+*^ mice are infertile provided an opportunity to dissect the pathogenic actions of the TRα1 mutant to shed light on the in vivo molecular actions of TRα1 on female reproduction.

In the *Thra1*^*PV/+*^ mice, we found atypical endometrial cell differentiation characterized by squamous metaplasia, loss of endometrial glands, and fibrosis in the mutant endometrium. Importantly, the extensive metaplasia in the endometrial epithelium served as a source of high levels of Il-33, which altered the immune milieu resulting in infiltration of T-cells in the mutant mucosa. These histologic lesions caused by the TRα1 mutant clearly diminish the capacity of the uterus to function normally and to be receptive for embryo implantation and development.

Examination of bulk RNA-seq from laser-captured uterine endometrium revealed that the TRα1 mutant brought on immune changes, as evidenced by the pathway analysis (Supplementary Fig. 1b). A subsequent deeper spatial transcriptomic analysis using GeoMx DSP demonstrated distinct transcriptional alterations caused by the TRα1 mutant in endometrial epithelium and stroma. One down-regulated gene that captured our attention was *Klf9*, a transcription factor that is responsive to thyroid hormone, regulates uterine endometrial differentiation^26,44^ and negatively regulates squamous differentiation^24^. We found that the *Klf9* was expressed in the WT epithelium and stroma, lost in *Thra1*^*PV/+*^ mice, and was positively regulated by TH (Fig. 4e). Previous studies have shown that the *Klf9* gene is directly up-regulated by TR/TH to modulate hematopoiesis^31,32^ and that TR induces the *Klf9* gene expression in hepatocytes and pluripotent stem cells^32^. These reports, together with our studies, demonstrate that the *Klf9* gene is a downstream target of TR/TH signaling and mutations of TRα1 (PV) led to suppression of the *Klf9* gene in the mutant endometrial mucosa.

Decreased Klf9 signaling led to transcriptional perturbations and resulted in abnormal uterine differentiation, as shown by DEG and pathway analysis. Pathways containing KLF9, which were up-regulated in WT and lost in mutant endometrium, included uterine gland development, epithelial tube morphogenesis, and hormone response pathways (Fig. 4f). In contrast, over-represented pathways in *Thra1*^*PV/+*^ mice, characterized by Klf9 loss, included keratinization, keratinocyte differentiation, and epidermal cell differentiation (Fig. 4g), consistent with the observation of squamous metaplasia in mutant epithelium. Taken together, these findings indicate that loss of uterine Klf9 signaling results in abnormal endometrial squamous differentiation.

*Il-33* is highly expressed in mouse epithelial barrier tissues, including vaginal squamous mucosa^27^ as we showed in Supplementary Fig. 5. *Il-33* is not expressed at high levels in normal uterine endometrium; however, regions of endometrial squamous metaplasia in mutant mice serve as an ectopic source of *Il-33* in the uterus (Fig. 5a). In tissues where constitutively expressed, IL-33 acts as a tissue-barrier “Alarmin” where it is passively and rapidly released from damaged cells^37^. Given that IL-33 is ectopically expressed in the dynamic uterine mucosa, which undergoes cyclic sloughing, the release of endometrial IL-33 likely amplifies immune responses withing the endometrium, leading to destruction of glands and endometrial fibrosis (Fig. 2).

The causes of female infertility are complex, involving defective reproductive organ structure (e.g., ovary, oviduct/fallopian tube, and uterus), functional disorders (e.g., inefficient ovulation), endocrine dysregulation (e.g., estrogen-, progesterone-, and thyroid hormone receptor signaling), and pathogenic conditions, such as endometriosis or cancer. In the *Thra1*^*PV/+*^ mouse, we noted no significant differences in ovarian structure in mutant mice (Supplementary Fig. 6b); although ovary tissues were generally smaller in mutant mice (Supplementary Fig. 6a), they contained similar microanatomic structures, including ovarian follicles and corpora lutea, without significant histologic lesions. It is also notable that we found no apparent changes in either of the receptor protein levels between WT and mutant mice, as shown by IHC staining of both receptors (Supplementary Fig. 7a and c). In addition, we extracted endogenous estrogens and progesterone from WT and mutant uteri and found a higher estrogens and progesterone in the in the mutant mice (Supplementary Fig. 7b and d respectively). These findings suggest that the abnormal phenotypes detected in the uterus of *Thra1*^*PV/+*^ mice were most likely not mediated by deficient estrogen receptor or progesterone receptor signaling, but mainly due to aberrant actions of TRα1 mutants.

The first RTHα patients were identified in 2012 ^11,12^, 11 years after the *Thra1*^*PV/+*^ mice were reported^15^. It was interesting to find that RTHα patients exhibit similar phenotypes of retarded growth and delayed bone development, as found in *Thra1*^*PV/+*^ mice^11,12,15^. Remarkably, the C-terminal mutated sequences of TRα1PV (marked by bold and underlined, 398-PPFVLGSV**RGL**D-409) resemble those found in the truncated C-terminal sequence in two RTHα patients (398-PPTLP**RGL**-405)^45^. Subsequent characterization also found that *Thra1*^*PV/+*^ mice display erythroid disorders and constipation, as found in RTHα patients^20–22,46,47^. These findings show that *Thra1*^*PV/+*^ mice could be used to uncover other pathogenic actions of TRα1 mutants. In the present studies, we found that mutations of TRα1 cause infertility in female mice due to a defective uterus. Recently, a germline transmittable zebrafish model of RTHα (*thrab 1-bp ins*^*m/m*^ fish) also showed female infertility due to failure to release eggs during oviposition after sexual maturation. This spawning failure was because of oviductal blockage at the genital papilla^48^. Though the abnormal phenotypic manifestations differed in these two species (mice and zebrafish), the outcome of female infertility is identical, suggesting that the pathogenic actions of the TRα1 mutant in female infertility is conserved across these two species. Up to 2019, 26 cases of RTHα cases have been reported in humans^49^. Among these patients, 50% were female. However, it is unknown whether these female patients suffer from infertility. Regardless, the present studies uncover a novel pathogenic action of TRα1 mutants and provide new insights on the mechanisms of TH actions in female reproduction.

## Materials and methods

### Animals and treatment

All methods were carried out in accordance with relevant guidelines and regulations. All experimental protocols were approved by National Cancer Institute Animal Care and Use Committee (NCI ACUC approved animal study protocol #LMB-036). *Thra1*^*PV/+*^ mice were generated as described^15^ which we continued to breed the line for our studies. All *Thra1*^*PV/+*^ mice used in the present studies were fed with NIH 31 autoclavable Teklad laboratory animal diets from Envigo (Indianapolis, IN, USA). Mice were estrous-cycle matched using MK-10 Estrous Cycle Monitor (Fine Science Tools, Inc, California). The mice were placed into soiled male caging to initate synchronization of mice. Females were then placed into a new soiled male caging 2 days later and monitored starting on Day 3 with the estrous meter and by visual inspection of the vaginal opening. Mice were determined to be in metestrus by a visual inspection and an impedance value near or over 8 Kilo-Ohm.

The WT and *Thra1*^*PV/+*^ mice^15^ were induced to hyperthyroidism by treatment with 0.05% Methimazole (MMI) and 1% potassium perchlorate (KClO4) in the drinking water for 5 weeks. For induction of hyperthyroidism, mice were treated with an additional 0.5 µg/ml of T3 in drinking water in the 5th week. The control group was given normal drinking water.

### Body and uterus weight measurements

Female WT (*n* = 31) and *Thra1*^*PV/+*^ mice (*n* = 28), aged 2–3, 4–5, 6–7, and 7–12 months (7 to 8 mice per age group); average age for WT and *Thra1*^*PV/+*^ mice was 6.0 months and 5.3 months, respectively. Mice were weighed using an electronic scale. For euthanization protocol, per ACUC guidelines, mice were placed in a CO2 euthanasia chamber, with the gas flow rate gradually increased to 20–30% of the chamber volume per minute. For a standard sized mouse cage, the flow rate was set at 5.5 L per minute to induce unconsciousness. Death was confirmed by checking for the absence of heartbeat, respiration, and reflexes. After euthanasia, necropsy was performed at the Molecular Histopathology Lab in Frederick National Lab; tissues were evaluated grossly and fixed in 10% neutral buffered formalin (Sigma, St. Louis, MO). Carcasses were disposed of according to institutional protocols.

### Histological analysis

The female reproductive tracts were trimmed to include the vagina, cervix, both uterine horns, and ovary from female WT and *Thra1*^*PV/+*^ mutant mice and embedded in paraffin. The slides were stained with H&E or Masson’s trichrome. The stained images were captured with a light microscope (Olympus LC 30 camera). For immunohistochemical analysis, the unstained slides were treated with antibodies for Ki-67, cleaved caspase-3, CD3, CD8a, Iba, CD11b, and antibodies as described (Kim et al., Thyroid, 2023). The sources and catalog numbers of the antibodies used are listed in the Supplementary Table 1.

### Western blot analysis

Tissue protein extraction reagent buffer (Thermo Fisher Scientific, Waltham, MA, USA) and phenylmethylsulfonyl fluoride (PMSF) were added to the dissected uterus, and the supernatant was collected by centrifugation at 13,000 rpm for 10 min. After protein quantification, lysates were heated at 100 °C for 5 min. Proteins were loaded on Tris-glycine gels (Thermo Fisher Scientific, Waltham, MA, USA) and transferred to 0.45 μm nitrocellulose membranes (Millipore, Burlington, MA). They were then incubated with antibodies against collagens and KLF9 overnight at 4 °C. Membranes were washed with TBS-T and incubated with secondary antibodies for 1 h at room temperature. After washing with TBS-T, proteins were detected using the ECL system (Enzo Life Sciences, New York, USA). Band intensities were quantified with ImageJ software (ImageJ 1.48v; Wayne Rasband, NIH). The antibodies used in the western blot analysis are listed in Supplementary Table 3.

### Gene expression by real-time quantitative and RNAScope analysis

Total RNA was extracted from tissues using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA), and RNA was purified by using PureLink™ (Thermo Fisher Scientific, Waltham, MA, USA). cDNA was synthesized using the GoScript™ Reverse Transcriptase Kit (Promega, Wisconsin, USA). Quantitative RT-PCR (qRT-PCR) was performed using the PowerUp™ SYBR™ Green Master Mix for qPCR Kit (Thermo Fishjer Scientific, Waltham, MA, USA). Primers used for qRT-PCR are listed in Supplementary Table 4.

The expression of *Il-33* and *Klf9* genes was also analyzed by RNAscope analysis. The expression of the *Il-33* and *Klf9* genes were detected by staining 5 μm FFPE mouse uteri sections with the RNAScope^®^ 2.5 LS probe Mm-IL-33 (ACD, Cat# 400598) or RNAScope^®^ 2.5 LS probe Mm-Klf9-C2 (ACD, Cat# 488378-C2) using the RNAscope LS Multiplex Fluorescent Assay (ACD, Cat# 322800). Using Bond RX auto-stainer (Leica Biosystems), the tissue was pre-treated 15 min at 95 °C with Bond Epitope Retrieval Solution 2 (Leica Biosystems), 15 min of Protease III (ACD) at 40 °C, and 1:750 dilution of OPAL™ 690 reagent (AKOYA, Biosciences^®^). The RNAscope 2.5 LS Negative Control Probe (Bacillus subtilis dihydrodipicolinate reductase (*dapB*) gene, cat# 312038) was used as a negative control. The RNAscope^®^ LS 2.5 Positive Control Probe Mm-PPIB (cat# 313918) was used as a technical control to ensure the RNA quality of tissue sections was suitable for staining. The *Il-33* and *Klf9* stained slides were digitally imaged using an Aperio FL scanner. Klf9 slides were digitally imaged using an PhenoImager^®^ HT 2.0 (AKOYA, Biosciences^®^).

### Laser-capture micro-dissected (LCM) sample preparation and RNA extraction for bulk RNA-sequencing

Serial, 10 μm thick, frozen sections of mouse uteri were mounted on PEN Membrane slides (ThermoFisher Scientific, cat# LCM0522). LCM slides were fixed in 3% glacial acetic acid/100% ethanol, stained 30 s. with Methyl green (Vector, cat# H3402) containing ProtectRNA (Sigma, cat# R7397) followed by 30 s. with 0.1% Cresyl violet acetate/0.1% Eosin Y (Epredia, cat# 7111)/50% ethanol, dehydrated in 100% alcohol, cleared in xylene, and air dried in the fume hood for 5 min and 15 min in a desiccator as previously described^50^. The endometrium was dissected from dried sections using an Arcturus XT laser capture microdissection instrument (ThermoFisher Scientific, U.S.A.). RNA was isolated by Qiagen RNeasy Micro extraction kit with the protocol for simultaneous recovery of small and large RNAs. RNA integrity and quantity was evaluated by Agilent Bioanalyzer PicoChip. Purified RNA was stored at -80 °C prior to RNA sequencing (RNA-seq and bioinformatic analysis is shown in Supplementary Information).

#### Digital spatial profiling sample processing, region of interest selection, and sequencing

Representative FFPE blocks for each age and genotype group were used to construct tissue microarrays (TMAs) using a Beecher MTA-1 tissue arrayer (Estigen Tissue Science), which included the endometrial cores from 24 WT mice and 24 *Thra1*^*PV/+*^ mice. For the NanoString GeoMx DSP RNA assays, slides were prepared using the Leica Biosystems BOND RX FFPE RNA Slide Preparation Protocol in the GeoMx NGS Slide Preparation User Manual (NanoString, MAN-10 115-04), and slides were processed for digital spatial profiling (DSP) within 5 days of microtomy. Slides were hybridized with the GeoMx Whole Transcriptome Atlas Mouse RNA (GMX-RNA-NGSMsWTA) and immunofluorescently labeled with anti-cytokeratin and anti-smooth muscle actin as morphology markers. The detailed methods and bioinformatic analysis are included in the Supplemental Information Section.

#### Statistical analysis

All statistical analyses and graphs were performed using GraphPad Prism v9.3 (GraphPad software). Statistical significance was determined using the two-tailed Student unpaired *t*-test. P-values < 0.05 were considered statistically significant. All data are expressed as the mean ± standard error of the mean.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

There are two GEO accession numbers:1). For bulk RNA-seq: The datasets generated and/or analyzed during the current study are available in the GEO with the accession number: GSE272299), which can be accessed by reviewers from the NCBI GEO website: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE272299 2). Another is for GeoMx-DSP dataset: The GEO submission is GSE273927 and can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE273927.

# Supplementary material for: TRα1 mutant suppresses KLF9 to cause endometrial metaplasia with ectopic IL-33 expression leading to uterine fibrosis and infertility
**Source:** Sci Rep. 2025 Jan 31;15:3892. doi: 10.1038/s41598-025-86848-5
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary figures and legends**

**TRα1 mutant suppresses KLF9 to cause endometrial metaplasia with ectopic IL-33 expression, leading to uterine fibrosis and infertility**

Elijah Edmondson^2^, Takahito Kimura^1^, Eunmi Hwang^1^, Minjun Kim^1^, Andrew Warner^2^, Yuelin Zhu^3^, Li Zhao^1^, Yan-lin Yu^1^, Xuguang Zhu^1^, Maria, Hernandez^4^, Noemi Kedei^4^, and Sheue-yann Cheng^1^*

^(1)^Laboratory of Molecular Biology, ^(3)^Laboratory of Cancer Biology, Center for Cancer Research, ^(4)^Collaborative Protein Technology Resources, Office of Science and Technology Resources, National Cancer Institute, National Institute of Health, Bethesda, and ^(2)^Molecular Histopathology Laboratory, Frederick National Laboratory for Cancer Research, Frederick, MD, USA

**Supplementary Figure 1**

**
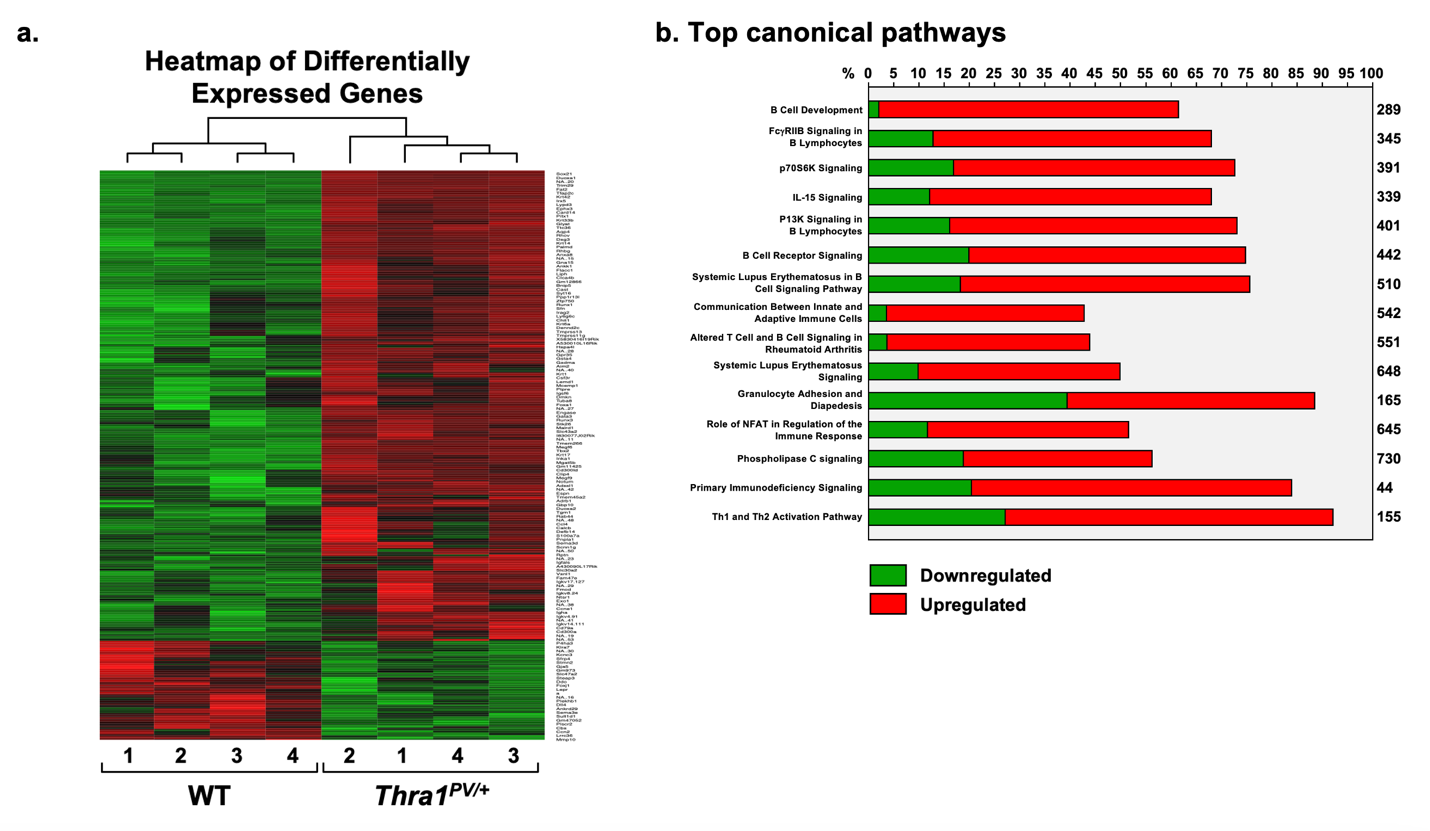
**

**Supplementary Figure 1. Distinct gene expression profiles between the laser-captured micro-dissected endometrium of WT and *Thra1^PV/+^* mice.** Female WT and *Thra1^PV/+^* mice were synced at the metestrus phase (n=4 for each of WT and *Thra1^PV/+^* mice). RNA-seq of laser-captured micro-dissected endometrium was analyzed as described in Methods. (a). **Heatmaps of differentially expressed genes**. The heatmap showed the differential expression in uterus tissues of the wild-type and *Thra1^PV/+^* mice. The differential genes were selected by fold changes >= 2 and adjusted p values <= 0.1. Of 592 genes differentially altered in the *Thra1^PV/+^* mice compared to the wild-type mice, 489 were up-regulated, and 102 were down-regulated. Heatmaps of differentially expressed genes. (b). The bar plot shows the top canonical pathways associated with the differential expression in uterus tissues by Ingenuity pathway analysis (IPA). The numbers in the Y axis are the total numbers of genes in a given pathway, and the bar lengths show the percentage of the differentially expressed genes that overlap with all the genes. The bars in green show the percentage of down-regulated genes, and the bars in red color show the percentage of up-regulated genes.

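The gene labels of Supplementary Fig. 1a were read by eye from the image and looked up in the deposited counts. Of 121 labels read, 118 were found by symbol and 108 were among the tested genes. All 108 had a log2 fold change in the direction drawn in the heatmap, 37 of them were called by edgeR's quasi-likelihood test, and DESeq2 called 112 of the labelled genes. The heatmap shows genes that the authors selected by genotype on these libraries, so their direction there is not independent of the comparison.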

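Ingenuity Pathway Analysis counts how many genes of a curated pathway are among the DEG and compares that number with the number expected from the pathway's size. Its pathways, kept in a commercial database, were not used here, so the bars of Supplementary Fig. 1b were not computed again from the counts.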

**
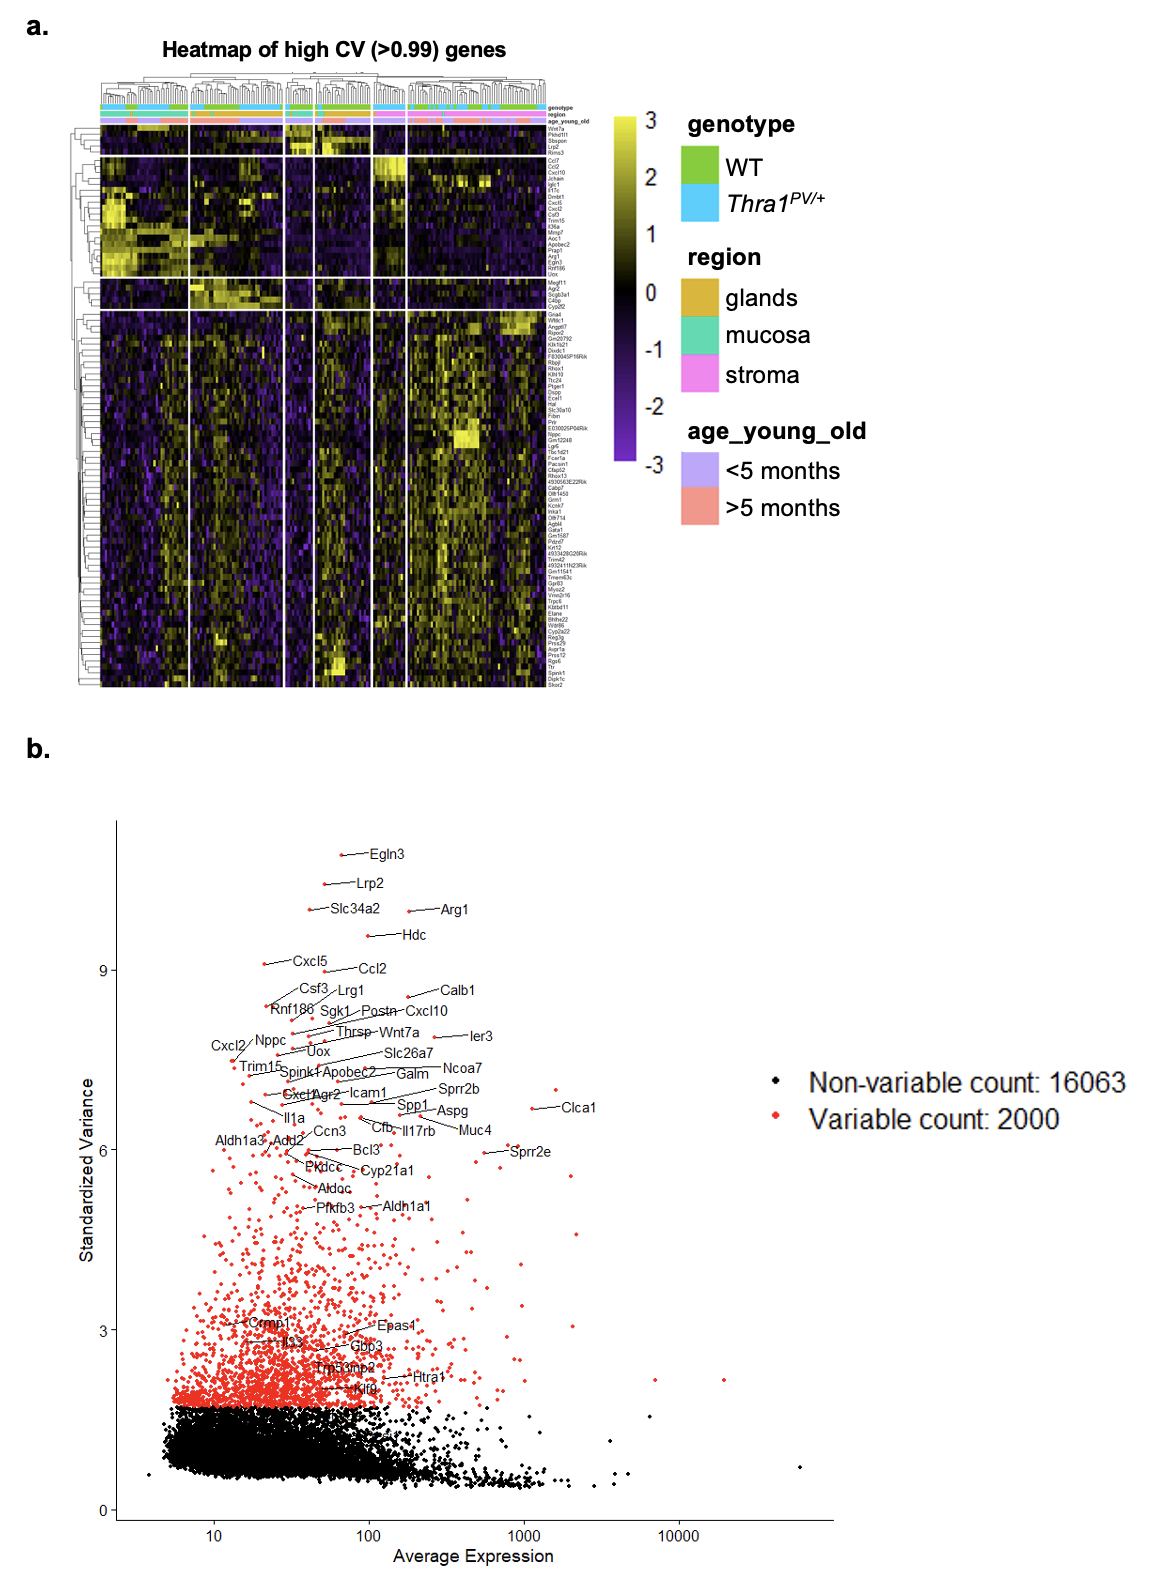
**

**Supplementary Figure 2. Unsupervised clustering of highly variable genes.**

**(a).**Unsupervised hierarchical clustering of 192 samples across using average clustering method. Samples cluster based on genotype, histologic region (endometrial mucosa, glands, and stroma), and age. **(b).**Detection of variable genes while controlling for the relationship between variability and average expression by calculating average expression and a z-score for dispersion.

**Supplementary Figure 3**

**
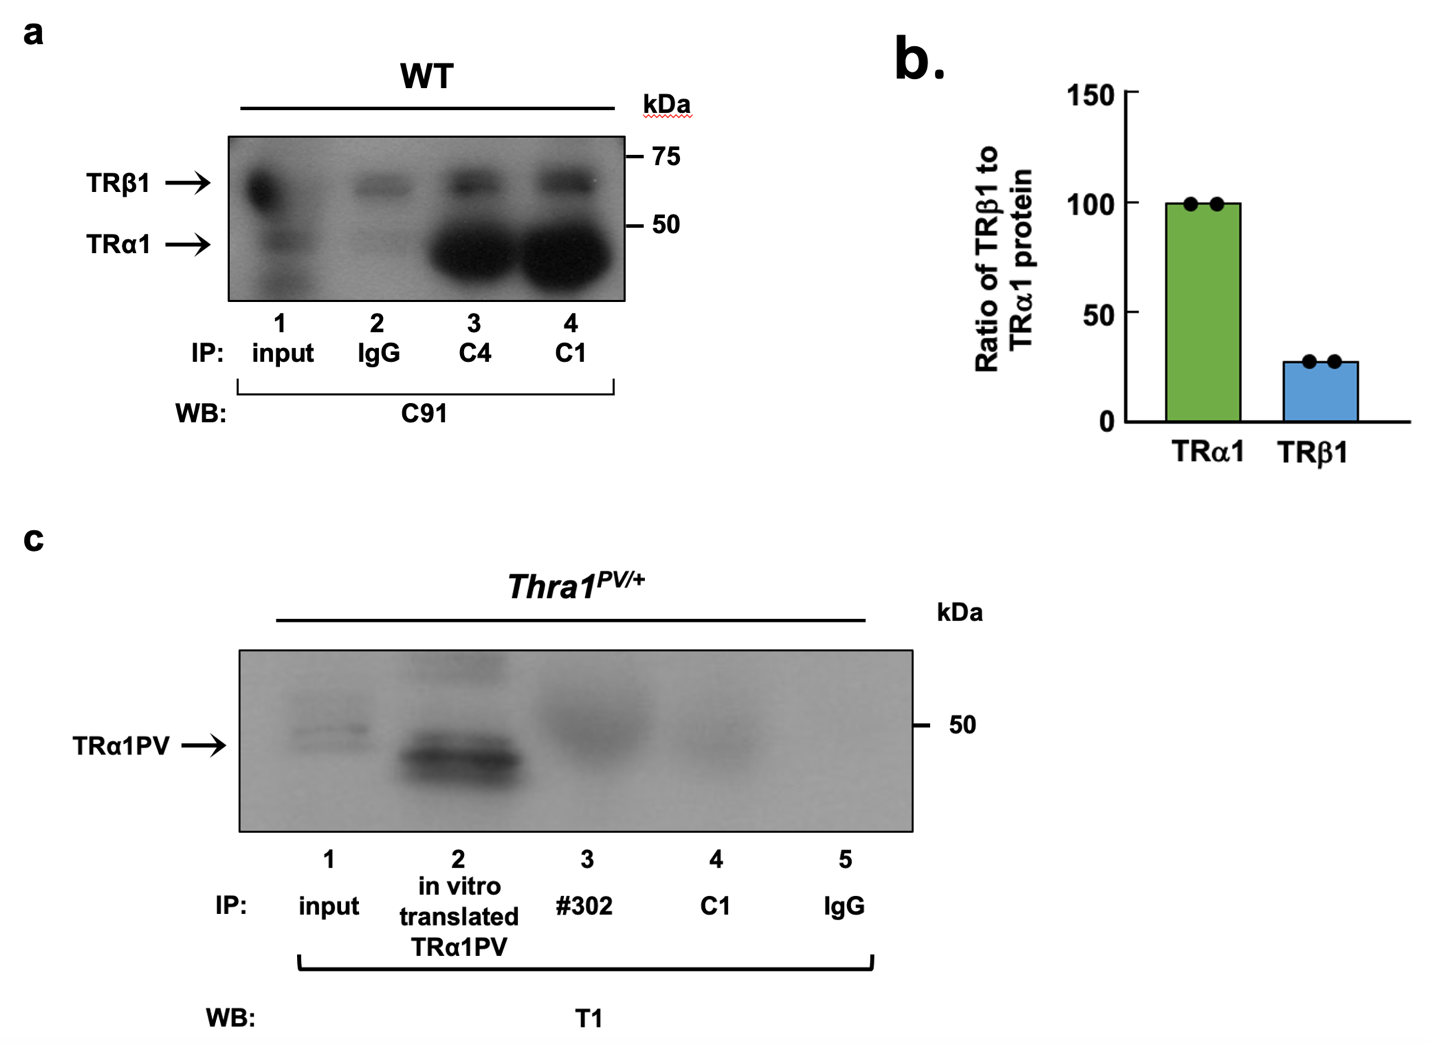
**

**Supplementary Figure 3. TRα1 is the major TR isoform in the mouse uterus.**

**(a).** Uterus extracts (500 µg) from WT mice months were first immunoprecipitated by rabbit anti-TR antibodies that recognized C-terminus of WT TRα1 and TRβ1 (C91, 4 µg/ml) followed by mouse monoclonal anti-TR antibodies C4 and C1 (2 µg/mL, each) that recognized both TR isoforms at the C-terminus and the region between DNA binding and ligand binding domains, respectively. The upper band with a higher molecular weight of ~56 kDa was TRβ1 and the lower band with molecular weight of ~48 kDa was TRα1. **(b).** The band intensities of TRβ1 and TRα1 were quantified and the determined ratio was: TRα1: TRα1=4.4:1. (**c).** Uterus extracts (500 µg) of *Thra1^PV/+^* mice were first immunoprecipitated by rabbit anti-TRα1PV specific antibodies, T1 (4 µg/ml), followed by monoclonal antibodies against TR, C1 (2 µg/ml; lane 4) and specifically recognized TRα1PV, #302 (2 µg/ml; lane 3), showing that TRα1PV was present in the uterus of *TRα1^PV/+^* mice. Antibody #302 specifically recognizes TRα1PV. Lane 1 was the input; lane 2: the TRα1PV proteins were prepared by using in vitro transcription and translation kit (TNT Quick Coupled Transcription/Translation System; Promega, Co)

**
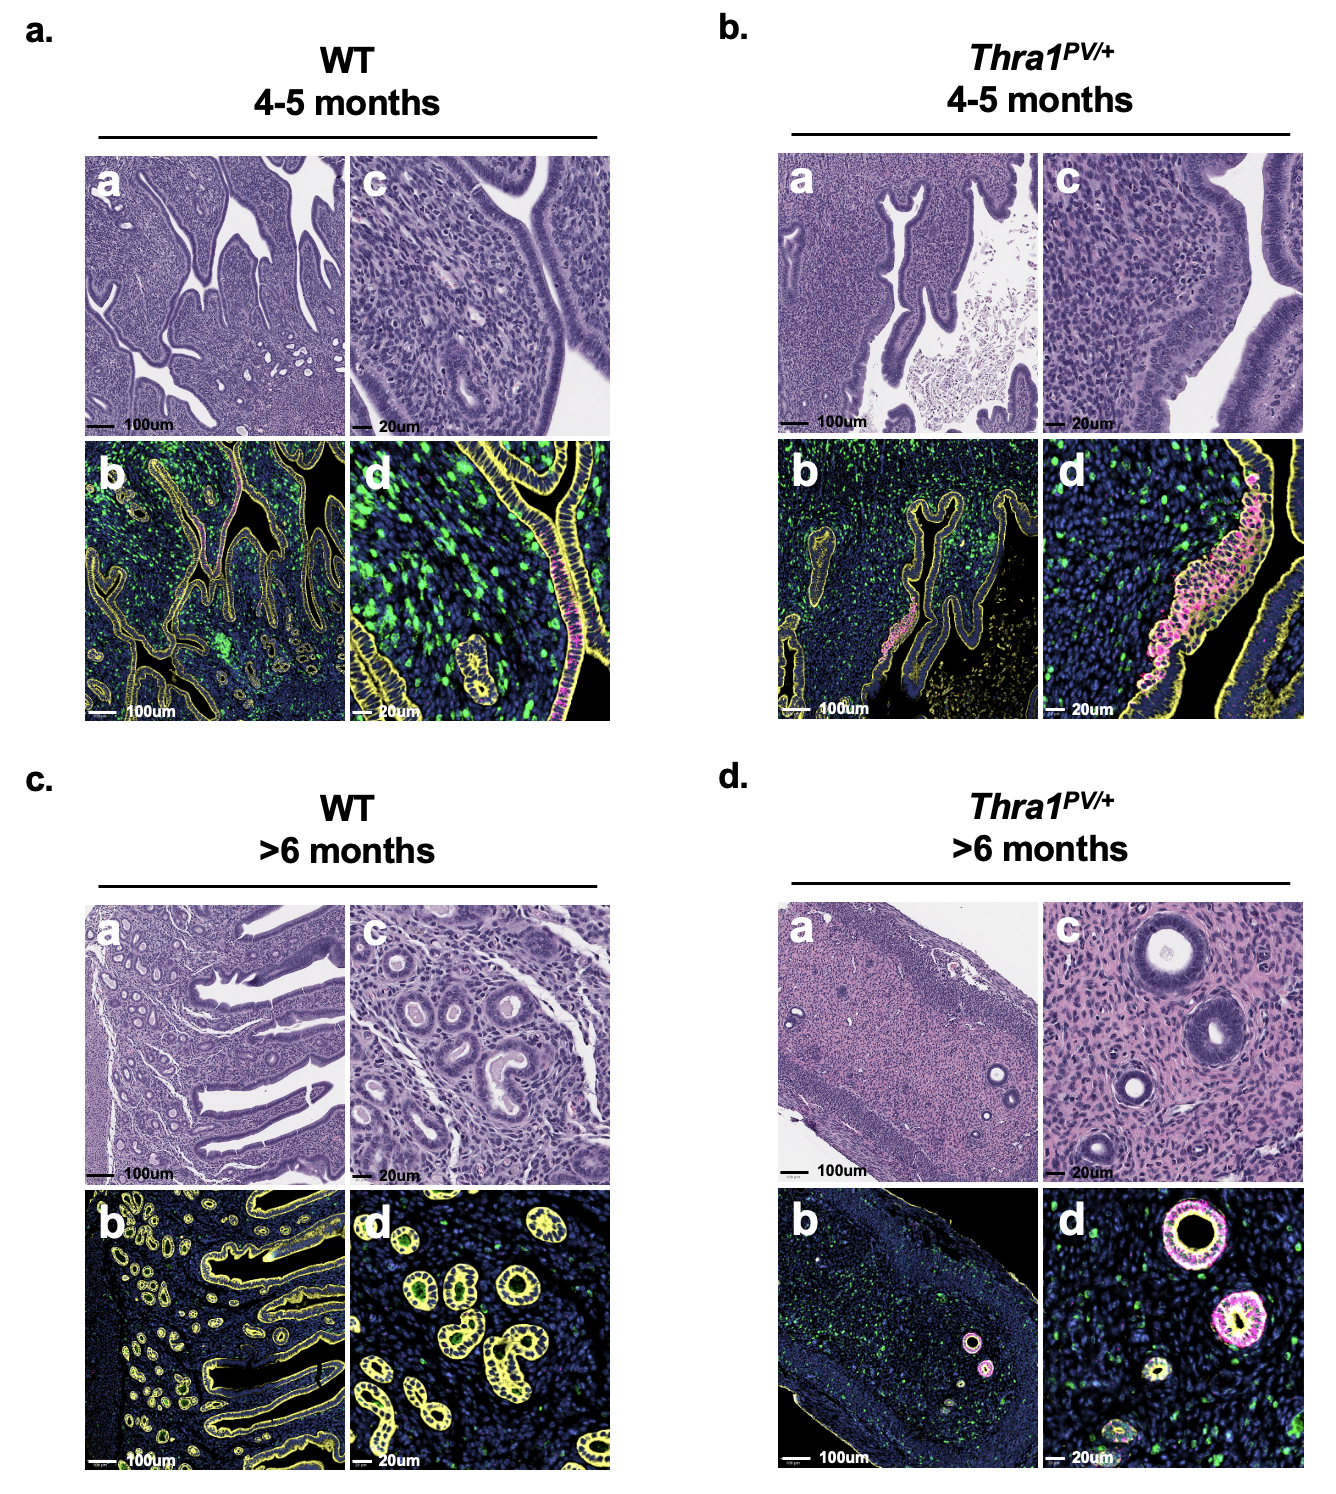
**

**Supplementary Figure 4. Association of endometrial squamous metaplasia with elevated expression of the *Il-33* gene in the epithelium of *Thra1^PV/+^* mice.**

*IL33* gene expression by RNAScope with cytokeratin (yellow) and CD45 (green) in the endometrium of WT mice (a); age: 4-5 months; c; >6 months) and *Thra1^PV/+^* mice (b), age: 4-5 months; d >6 months). *IL33* expression is rare in WT but common in *Thra1^PV/+^* endometrium. The source of IL-33 is epithelial cells. In *Thra1^PV/+^* mice, intense *Il-33* signal is corresponds to regions of endometrial squamous metaplasia. (Within the panels marked in white: Panel a and b, low magnification (bar=100 µm). Panel c and d, high magnification (bar=20 µm).

**Supplementary Figure 5**

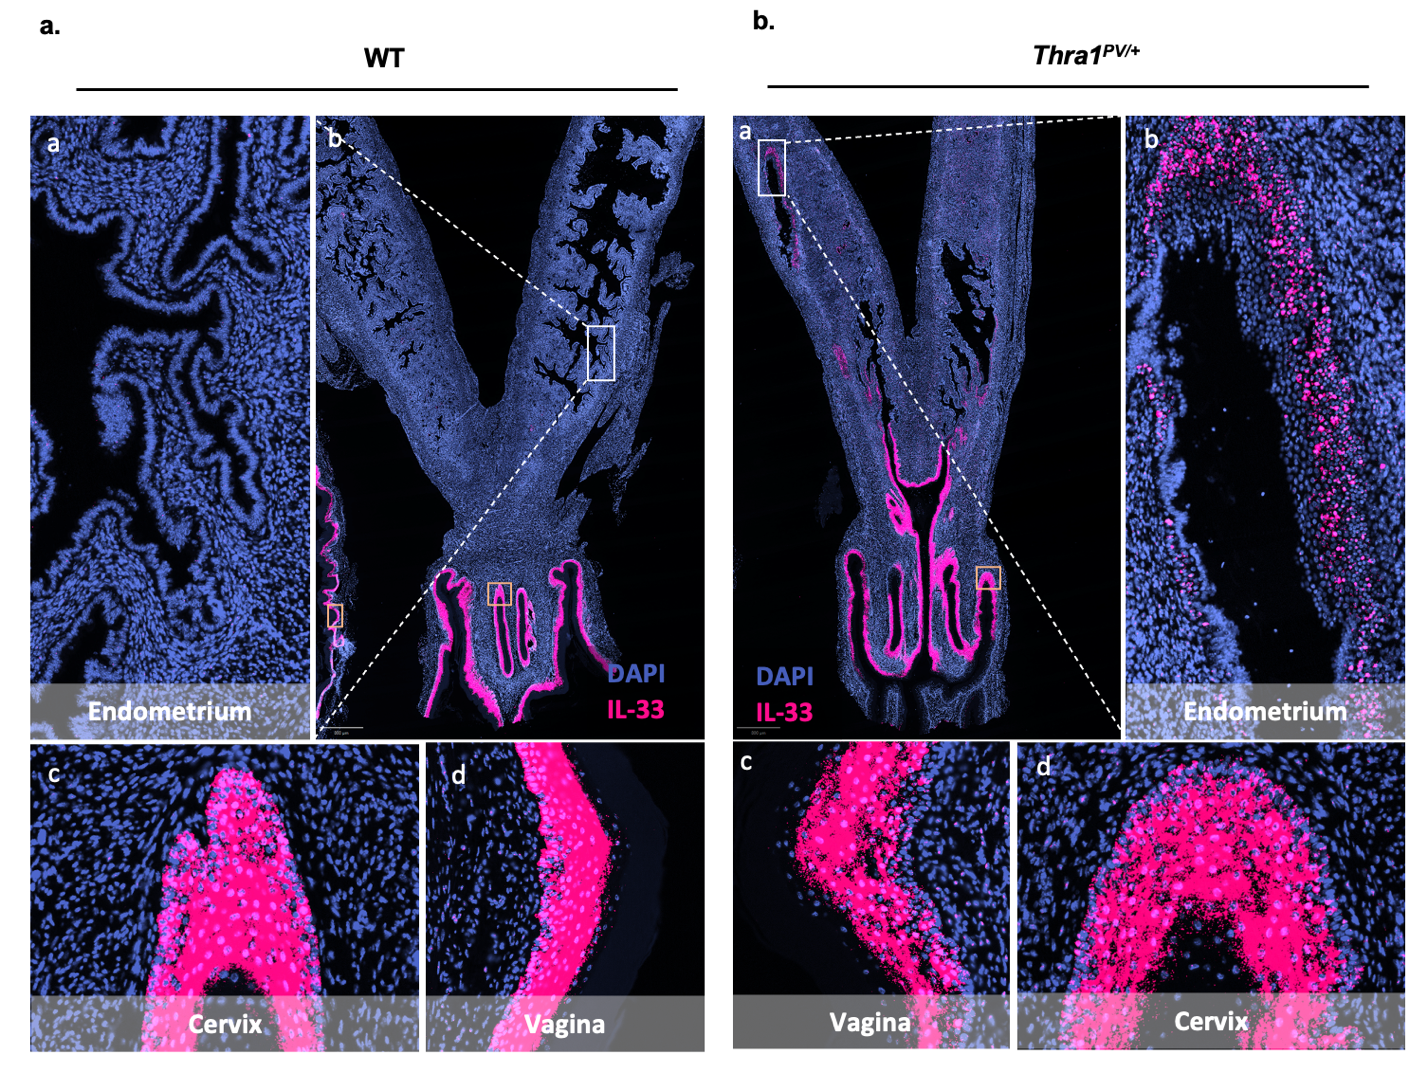

**Supplementary Figure 5. The expression of the *Il-33* gene expression in the female reproductive track of WT and *Thra1^PV/+^* mice. (a).** The expression of the *Il-33* gene is rare in the endometrium of WT mice; but was observed diffusely in the stratified squamous epithelium of the cervix and vagina. **(b).** The expression of the *Il-33* gene was detected in the endometrium as well as in the cervix and vagina of *Thra1^PV/+^* mice.

**Supplementary Figure 6**

**
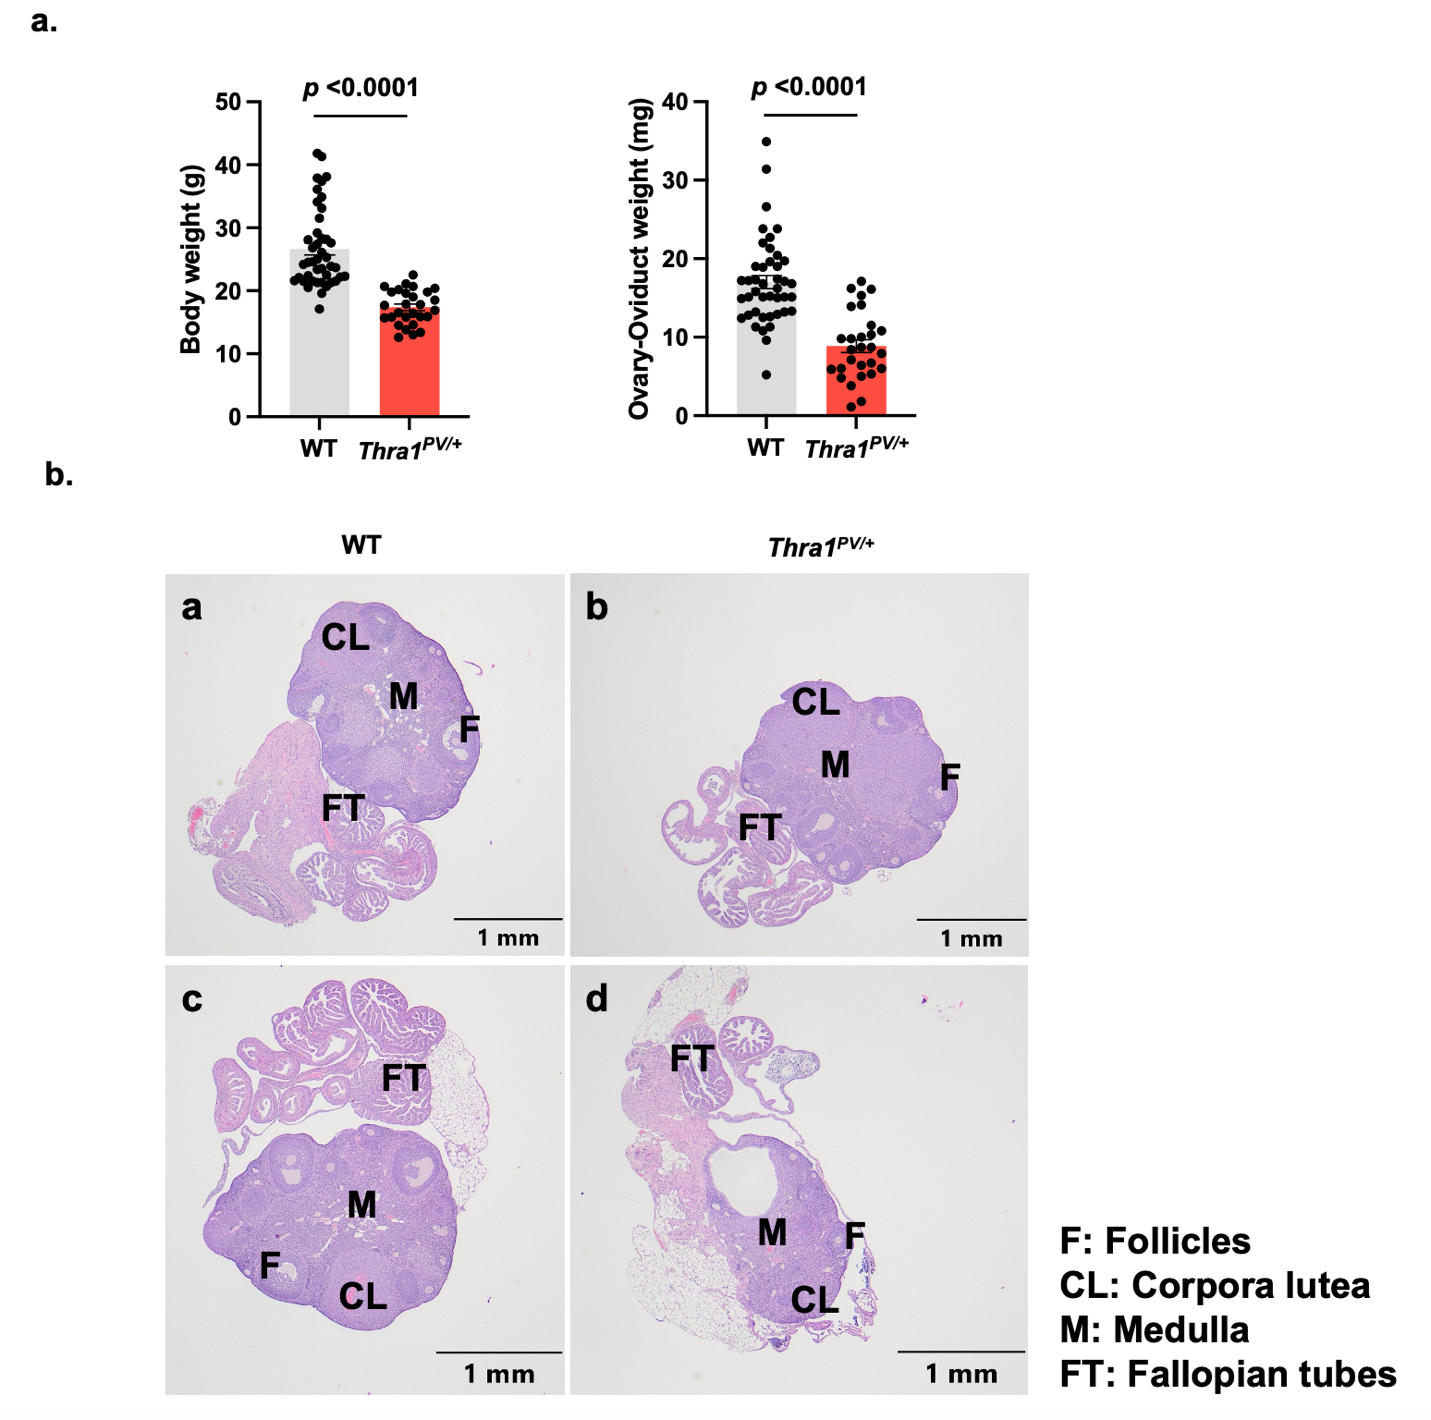
**

**Supplementary Figure 6. Histological analysis of ovary/oviduct of WT and *Thra1^PV/+^* mice.**

**(a).** Comparison of body weight and ovary/oviduct (b) of WT (n=32) and *Thra1^PV/+^* mice

**(**n=19) (age, 2.4 -11.8 months). **(b).** Histological micrographs of ovary and fallopian tubes. Ovary in WT and *Thra1^PV/+^* mice often have multiple follicles (F) and corpora lutea (CL). The highly vascular central medulla (M) and fallopian tubes (FT) are designated. No significant differences of these histological features were observed between WT and *Thra1^PV/+^* mice.

**Supplementary Figure 7**

**
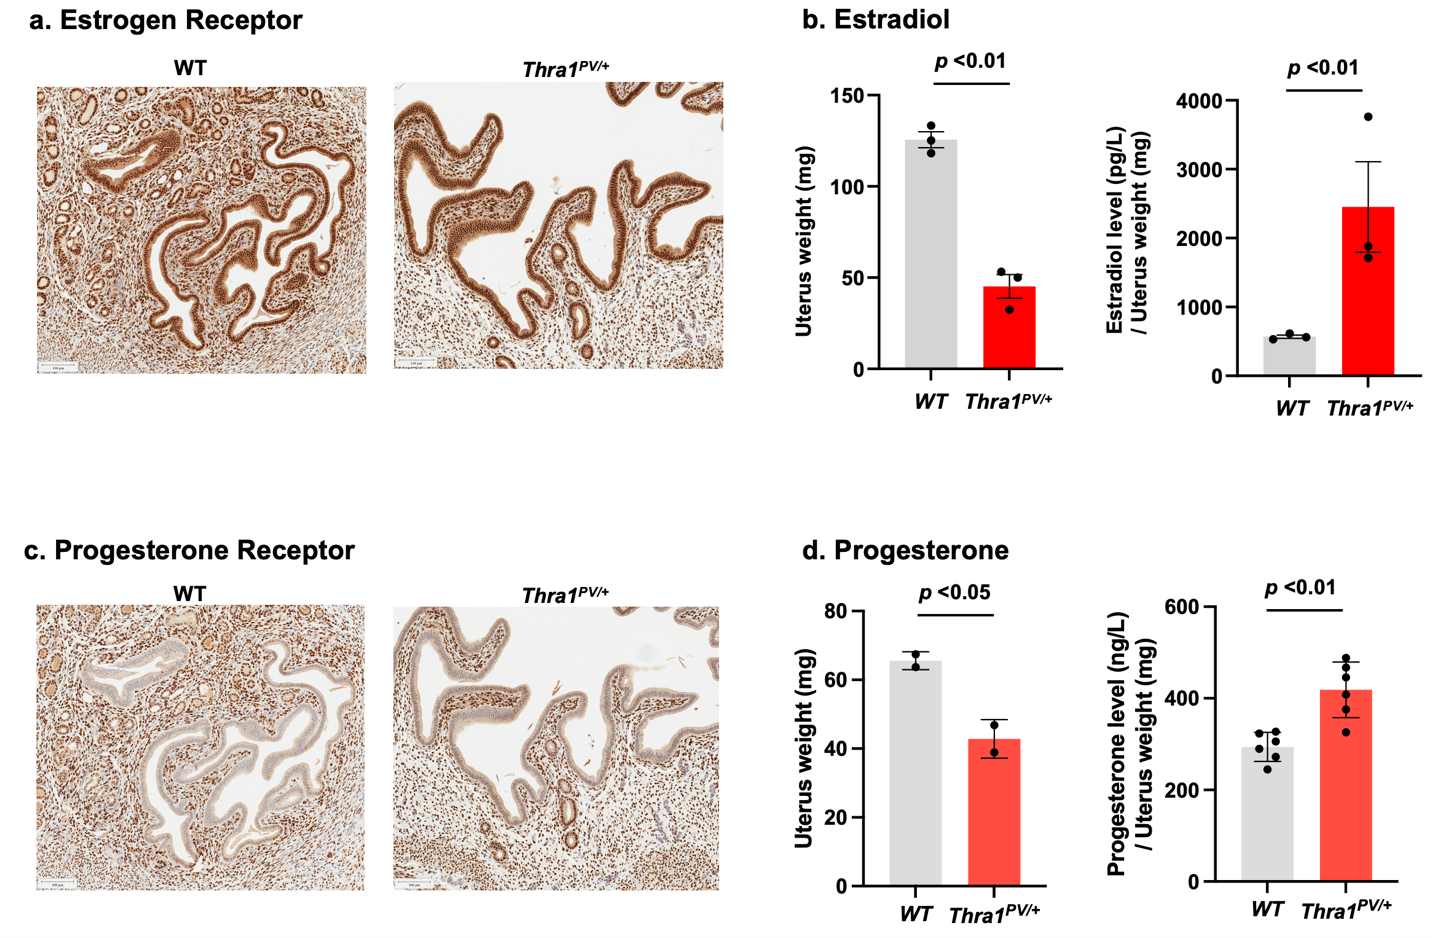
**

**Supplementary Figure 7 (a).** No apparent differences in the IHC staining of estrogen receptor in WT and mutant uterus. **(b)** Levels of estradiol were determined in the uterus of *WT* (n = 3) and *Thra1*^PV/+^ mice (n = 3). Decreased uterus weight in female *Thra1 ^PV/+^* mice (n = 3) compared to female WT mice (n = 3), mouse age: 2.9–5.4 months. An increased level of estradiol observed in *Thra1*^PV/+^ mice as compared with WT. The values were normalized to the weight of each uterus. Values are presented as means ± SEM. The *p*-values are indicated. **(c).** No apparent differences in the IHC staining of progesterone receptor in WT and mutant uterus. (**d**) Decreased uterus weight in female *Thra1 ^PV/+^* mice (n = 2) compared to female WT mice (n = 2), mouse age: 2.9–5.4 months. Progesterone levels were evaluated in the uterus of WT (n = 2) and *Thra1 ^PV/+^* mice (n = 2). An increased progesterone levels were observed in *Thra1 ^PV/+^* mice compared to WT mice. The values were normalized by the weight of the mouse uterus. Each sample was performed in triplicates. Values are presented as means ± SEM. The *p*-values are indicated.

# Supplementary material for: TRα1 mutant suppresses KLF9 to cause endometrial metaplasia with ectopic IL-33 expression leading to uterine fibrosis and infertility
**Source:** Sci Rep. 2025 Jan 31;15:3892. doi: 10.1038/s41598-025-86848-5
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplemental Information**

**TRα1 mutant suppresses KLF9 to cause endometrial metaplasia with ectopic IL-33 expression, leading to uterine fibrosis and infertility**

Elijah Edmondson^2^, Takahito Kimura^1^, Eunmi Hwang^1^, Minjun Kim^1^, Andrew Warner^2^, Yuelin Zhu^3^, Li Zhao^1^, Yan-lin Yu^1^, Xuguang Zhu^1^, Maria, Hernandez^4^, Noemi Kedei^4^, and Sheue-yann Cheng^1^*

^(1)^Laboratory of Molecular Biology, ^(3)^Laboratory of Cancer Biology, Center for Cancer Research, ^(4)^Collaborative Protein Technology Resources, Office of Science and Technology Resources, National Cancer Institute, National Institute of Health, Bethesda, and ^(2)^Molecular Histopathology Laboratory, Frederick National Laboratory for Cancer Research, Frederick, MD, USA

**Materials and Methods**

***Bulk RNA-seq analysis of laser-captured dissected endometrium of WT and Thra1 ^PV/+^ mice***

The libraries were prepared according to the Illumina Stranded mRNA Prep protocol for paired-end sequencing. The libraries were pooled and sequenced on an Illumina NextSeq 2000 sequencer. After confirmed good sequence quality, the raw reads of the samples were processed with common RNA-Seq processing procedure, including trimming reads for removing adapters and low-quality bases using Trimmomatic software. The transcript level raw counts were computed with the *salmon quant* method from Salmon software (1). 

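Salmon assigns each read to the transcripts it could come from and gives every transcript an estimated count, which need not be a whole number. The deposited counts are listed by versioned gene identifier, so transcript values had been summed per gene. Between 71.0% and 78.5% of the values of a library were whole numbers, counting the many genes at 0. Of the 52325 identifiers, 52220 were matched to a gene symbol in the reference tables.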

DESeq2 Bioconductor package (2) was used for normalization, summarization and differential expression analysis. Mouse genome mm10 was used in the analysis. The differential genes were selected by fold changes >= 2 and adjusted p values <= 0.1.

***Additional information for digital spatial profiling sample processing, region of interest selection, and sequencing.***

For the NanoString GeoMx DSP RNA assays, slides were processed within 5 days after the microtomy for the NanoString GeoMx DSP RNA assay following the GeoMx NGS Slide Preparation User Manual (NanoString, MAN-10 115-04). After 30 min baking at 60^o^C, dewaxing, heat-induced epitope retrieval (ER2 for 20 min at 100^o^C) and proteinase K treatment (1 mg/mL proteinase K in 1X phosphate-buffered saline (PBS) at 37°C for 15 min) was performed on Leica Biosystems BOND RX according to the FFPE RNA Slide Preparation Protocol. Slides were hybridized with the GeoMx Whole Transcriptome Atlas Mouse RNA for Illumina Panel (GMX[1]RNA-NGSMsWTA) overnight at 37^o^C, followed by a series of stringent washes and morphology staining: Syto 13 for nuclei, pancytokeratin- AF532 to visualize epithelial cells and smooth muscle actin (aSMA-AF647) to visualize stroma. The staining was visualized on the GeoMx DSP instrument using a 20X objective on FITC, CY3, Texas Red and CY5 channels.  A total of 190 regions of interest (ROI) were selected from 13 mouse uterus sections (6 *Thra1 ^PV/+^* and 7 WT mice), which included endometrial mucosa, glands, and stroma; a minimum of 5 ROIs were taken per category per mouse. Annotations were selected by a board-certified veterinary pathologist based on morphology and marker staining using HALO (Indica Labs). ROI masks were imported to the GeoMx and used to guide UV light cleavage of the barcode linkers of the prebound RNA probes in each area of illumination, and the cleaved probes were deposited in DSP collection plates. Library construction and sequencing (NextSeq2000) was performed according to Nanostring’s Guidelines at the Genomics Core (OSTR, CCR). Processed data was uploaded to the DSP analysis suite for visualization and quality control while detailed data analysis was performed using an R-package from Nanostring.

*Bioinformatic Analysis, Quality Control and* *Gene Filtering of GeoMx DSP data.*

Raw data was evaluated in R (version 4.1.2). ROI segment and probe quality control (QC) was performed according to NanoString’s Whole Transcriptome Atlas Normalization guidelines. ROI QC was performed using the GeomxTools (V3.2.0) package. ROIs were flagged using the following settings: raw reads threshold 1000 reads, percent trimmed 80%, percent stitched 80%, percent aligned reads 80%, percent sequencing saturation 50%, negative probe count geomean 1, no template PCR control count > 60, minimum nuclei 20, and minimum surface area of 1000 µm². Of the 190 AOIs, one was flagged for a low negative probe count and low sequencing alignment. Probe QC was performed with default settings excluding probes from target count calculation in all segments if (geomean probe in all segments)/(geomean probes within target) ≤ 0.1 and if it fails Grubbs’ outlier test in ≥20% of the segments. The limit of quantification (LOQ) was calculated using two SDs of the geomean of the negative probes. Quartile 3 count (Q3) normalization was performed to account for technical effects between AOIs. Gene filtering was used to filter and select only genes detected in at least 10% of AOIs. Following QC, the resulting gene expression matrix consisted of 189 AOIs that passed QC and a total of 14,882 genes. Q3-normalised expression data was exported from the DSP Analysis Suite. Dimension-reduction of the expression matrix was performed using t-Distributed Stochastic Neighbor Embedding by R package Rtsne (V.0.16), umap (V.0.2.10.0), and visualized using ggplot2 (V.3.4.3).

*Differentially expression genes (DEGs) and Gene Set Enrichment Analyses.*

DEGs between and N/N mucosa, gland, and stroma segments were determined using a Linear Mixed Model GeoMxTools Likelihood ratio test, assuming an underlying negative binomial distribution within Seurat (V.5.0.1) (3). Single-sample gene set enrichment analysis (ssGSEA, from GSVA v1.41.3) was used to score transcriptional pathways for each AOI (4). Gene Ontology was retrieved using the downloadPathwayArchive function of the R package clusterProfiler AnnotationDbi::select(org.Mm.eg.db, keys=keys(org.Mm.eg.db), columns=GO) in February 2024 and pathway over-representation analysis (ORA) was performed (5).

**References**

1. R. Patro, G. Duggal, M. I. Love, R. A. Irizarry, C. Kingsford, Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* **14**, 417-419 (2017).

2. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).

3. Y. Hao *et al.*, Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat Biotechnol* **42**, 293-304 (2024).

4. S. Hanzelmann, R. Castelo, J. Guinney, GSVA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics* **14**, 7 (2013).

5. G. Yu, L. G. Wang, Y. Han, Q. Y. He, clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* **16**, 284-287 (2012).

**Supplementary Table 1. List of Differential expression genes is listed separately**

**Supplementary Table 2 is listed separately due to its length**

**Supplementary Table 3. The sources of antibodies and RNAscope probes used in the present study**

| **REAGENT** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| **Antibodies** | | |
| **Mouse anti β-actin** | **Santa Cruz** | **Cat# sc-47778** |
| **Rabbit anti KLF9 antibody** | **Abcam** | **Cat# ab227920** |
| **Rabbit anti KLF9 antibody** | **Abcam** | **Cat# ab26074** |
| **Rabbit anti COL6A5 antibody** | **Thermo Fisher** | **Cat# PA5-70781** |
| **Mouse anti COL7A1 antibody** | **Santa cruz** | **Cat# sc-53226** |
| **Rabbit anti COL17A1 antibody** | **Thermo Fisher** | **Cat# MA5-31984** |
| **Mouse anti IL-33 antibody** | **Biotechne** | **Cat# AF3626** |
| **Rabbit anti cytokeratin** | **DAKO** | **Cat# Z0622** |
| **Rabbit anti CD3 epsilon** | **Abcam** | **Cat# ab16669** |
| **Rabbit anti Cd8a** | **Invitrogen Life Sciences** | **Cat# PA5-114369** |
| **Rabbit anti Microglia (Iba1)** | **Biocare** | **Cat# CP 290** |
| **Rabbit anti CD11b** | **Novus Biologicals** | **Cat# NB110-89474** |
| **Rat anti CD45** | **BD Biosciences** | **Cat# 550539** |
| **RNAscope™ Probe- Mm-Il33** | **Advanced Cell Diagnostics** | **Cat# 400599** |
| **RNAscope™ Probe- Mm-Klf9** | **Advanced Cell Diagnostics** | **Cat# 488379** |
| **Rabbit anti Cleaved Caspase 3 (CC3)** | **Cell Signaling Technology** | **Cat# 9661** |
| **Anti-estrogen receptor a (rabbit polyclonal) antibodies** | **Santa Cruz** | **Cat# sc-542** |
| **Anti-progestrone receptor (rabbit polyclonal) antibodies** | **Dako** | **A0098** |
| **302** | **Made in Cheng’s lab** | **Monoclonal antibody recognizes TRα1PV mutant** |
| **C1** | **Made in Cheng’s lab** | **Monoclonal antibody recognizes wild-type TRα1 and TRβ1** |
| **C4** | **Made in Cheng’s lab** | **Monoclonal antibody recognizes wild-type TRα1 and TRβ1** |
| **T1** | **Made in Cheng’s lab** | **Rabbit polyclonal antibody recognizes TRα1PV mutant** |

**Supplementary Table 4. Primer sequences used in this study.**

| **Gene name** | **Forward sequence** | **Reverse sequence** |
| --- | --- | --- |
| ***Il33*** | TGGAGACTACAGCGCAAACT | TTATGGTGAGGCCAGAACGG |
| ***Il9r*** | GTGGACTCACAGTACCTGCC | AACGATACGGTCCTTGTGCC |
| ***Ccl3*** | AGGATACAAGCAGCAGCGAG | GAGCAAAGGCTGCTGGTTTC |
| ***Il23a*** | CAGCAGCTCTCTCGGAATCT | CTCCATGGGGCTATCAGGGA |
| ***Col6a5*** | GTGGATGAGTCAGTGGGGAC | ATTCAGACTGGTTGGCGCTT |
| ***Col7a1*** | ACTGTGGTTGCCCTCTATGC | TAGCACCTGGTACCCTCCTC |
| ***Col17a1*** | GAGATGGGTCCCTCCTGTCT | TAGTCAGACCCTCGGAGCAT |
| ***KLF9*** | TCTAGGGAAGGAAGACGCCA | GATGCCATTCACGTGCGTTT |
| ***Hr*** | CCCCTGTGAACGGCATTGT | CCCCTCCAAAAGGGAGCAG |
| ***Dio3*** | TGTACCTGACCACCGTTCA | GGTGCACCTTGTTGTAGTACTC |
| ***GAPDH*** | CATCACTGCCACCCAGAAGACTG | ATGCCAGTGAGCTTCCCGTTCAG |

**Supplementary Table 4. Primer sequences used in this study.**

| **Gene name** | **Forward sequence** | **Reverse sequence** |
| --- | --- | --- |
| ***Col6α5*** | GTGGATGAGTCAGTGGGGAC | ATTCAGACTGGTTGGCGCTT |
| ***Col7α1*** | ACTGTGGTTGCCCTCTATGC | TAGCACCTGGTACCCTCCTC |
| ***Col17α1*** | GAGATGGGTCCCTCCTGTCT | TAGTCAGACCCTCGGAGCAT |
| ***KLF9*** | TCTAGGGAAGGAAGACGCCA | GATGCCATTCACGTGCGTTT |
| ***Hr*** | CCCCTGTGAACGGCATTGT | CCCCTCCAAAAGGGAGCAG |
| ***Dio3*** | TGTACCTGACCACCGTTCA | GGTGCACCTTGTTGTAGTACTC |
| ***GAPDH*** | CATCACTGCCACCCAGAAGACTG | ATGCCAGTGAGCTTCCCGTTCAG |

How the deposited data were processed for this re-analysis (not part of the article)

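RNA-seq libraries of laser-captured endometrium from 4 WT and 4 *Thra1* PV/+ mice in metestrus were re-analysed. The authors prepared stranded mRNA libraries for paired-end sequencing on an Illumina NextSeq sequencer, trimmed the reads with Trimmomatic and estimated counts with salmon for mouse genome mm10. The salmon version and the annotation release are not named in the paper's text. The authors deposited estimated counts per gene without normalization, and TPM values per gene. In the deposited TPM table the sorted values were nearly the same in all 8 libraries, so the authors' TPM values were quantile-normalized, a step their methods do not describe. That table also has 1 further column, headed as a WT sample, that holds negative values and division errors, which TPM values cannot be, and it was left out. Total uterus was not analysed here.

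From the deposited estimated counts, rounded to whole numbers, differential expression was computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes passed filterByExpr (minimum count 10, minimum total count 15), which left 18174 of 52325 genes, and libraries were normalized by TMM. The quasi-likelihood test compared the genotypes with no other term, p-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at a fold change of 2 or more and an adjusted p-value of 0.1 or less. The standard error of a log2 fold change was derived from the fold change and its F statistic. Log2 CPM values used a prior count of 2. The thresholds, the alternatives, the gene lists and the tests were set before the data were examined, except where the closing section names a choice as made afterwards. The authors used DESeq2, and DESeq2 1.42.0 was run as an alternative. Where DESeq2 gave no adjusted p-value, the gene was counted as not called.

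Library totals ranged from 48791602 to 59818887 counts, and identifiers without a gene symbol held at most 0.00896% of the counts of a library. At this depth, 3 counts were taken as the floor, and a gene at or under it in all libraries of a genotype was given a lower bound in place of a fold change. Among the called genes, 14 were at the floor in WT endometrium. Wilson intervals at 95% cover counting error only. Gene positions are from GENCODE release M21 of the mouse annotation (GRCm38), in which 16271 of the 18174 tested genes have the same identifier version.

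The genes named in the text are genes the paper names (not all of them are reported here), the 8 largest increases and the 8 largest decreases among called genes with a mean log2 CPM of at least 2 and no overlap between genotypes, up to 4 called members of each gene list, and any member of the Hox, Y chromosome, blood and smooth muscle lists. The 25 gene lists cover squamous epithelium, simple epithelium, uterine glands, B and plasma cells, immunoglobulin genes, T cells, macrophages, neutrophils, the cytokine and chemokine family, the collagen family, fibrillar collagens, fibrosis, hemidesmosomes and anchoring fibrils, smooth muscle, endometrial stroma, proliferation, responses to estrogen, progesterone and thyroid hormone, posterior and uterine Hox genes, ciliated oviduct epithelium, blood, the Y chromosome and mitochondrial genes. They were written from general knowledge of marker genes, and lists with at least 3 tested genes, 23 of the 25, were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Clustering used average linkage on 1 minus the Pearson correlation of log2 CPM.

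The alternatives were DESeq2, other normalizations (DESeq2's size factors, upper quartile, library size), other filters (at least 1 count in any library, at least 10 counts in every library), replicate number as a block, limma voom with sample quality weights, robust dispersion, limma on log2 of the deposited TPM values with a pseudocount of 1 or 0.1, each library left out in turn, immunoglobulin genes left out, other thresholds, fry and an estimated correlation for the lists, and other numbers of genes and another linkage for the clustering. The number of calls was also computed for all 35 splits of the 8 libraries into 4 and 4.

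The tests of single genes were run first on simulated data with 200 changed genes. The changes, up or down, were all well above the fold change threshold of 2. The changed genes had a mean of at least 1 CPM. With counts drawn at the dispersions of these libraries, edgeR's quasi-likelihood test recovered 80.4% of the changed genes on average over 5 draws, and unchanged genes made up 7.77% of its calls. In the same draws, DESeq2 recovered 91.8%, and unchanged genes made up 37.5% of its calls. The shares recovered do not hold for smaller changes or lower counts. The shares of unchanged genes depend on how many genes were changed. The list tests were run on separate simulated counts, in which genes varied independently and the unchanged lists held random genes. Of 24 unchanged lists, camera called 1 and fry called 0, and both found the 1 list that was raised 2-fold. Without correlation between genes, this cannot tell how often camera calls unchanged marker lists in the real libraries.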

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

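In this part, the tests of the hemidesmosome list without *Col7a1* and *Col17a1*, of the 2 collagens minus the fibrillar collagen list and of the immunoglobulin minus the blood list were chosen only after the result was seen, and the list itself was picked by hand after it was seen which lists passed both camera and fry. Single libraries far from the other 3 of their genotype were looked for with Dixon's ratio, the gap to the nearest library divided by the range, against its critical value at 95%. Among 134 groups of 4 libraries, 9 exceeded it, where chance gives 6.7, so the number of such libraries is near what chance gives.

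On the immunoglobulin gene list, *Thra1* PV/+ library 2 had a mean log2 CPM of -2.24 where the other *Thra1* PV/+ libraries had between 0.73 and 1.32 (ratio 0.835). For *Cd3e*, the same library had a log2 CPM of -1.04 where the others had between 1.52 and 1.99 (ratio 0.844). The mean log2 CPM of the blood list differed by -1.11 between *Thra1* PV/+ and WT endometrium, which is within the spread of the libraries (exact permutation test, p = 0.229). The immunoglobulin list without *Ighmbp2* minus the blood list differed by 4.05 (exact permutation test, p = 0.0286), with *Thra1* PV/+ library 2 at -3.32 just above the highest WT library at -3.36, which argues against blood in the dissected tissue as the reason for the genotype difference by a narrow margin. Among the *Thra1* PV/+ libraries, library 2 was also the lowest on the blood list (1.00, against 1.22 to 2.06). That gap was smaller than its gap on the immunoglobulin list. With the blood list subtracted, library 2 stayed at -3.32, and the highest *Thra1* PV/+ library was at -0.11. Less blood is therefore argued against as the whole reason for its distance from the other 3 on the immunoglobulin list. A part from blood stays open. Fewer lymphocytes in the tissue taken from this mouse, by biology or by dissection, may explain both values, which was not tested.

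In WT library 4, *Ccl3* had a log2 CPM of 1.12 against -0.71 to -0.57 in the other WT libraries (ratio 0.921), and *Il23a* had 1.82 against -0.33 to -0.19 (ratio 0.938). The mean log2 CPM of its squamous epithelium list, 0.96, lay within those of the other WT libraries, -0.55 to 1.67, so a mix-up with an *Thra1* PV/+ library or a large share of tissue from one is argued against. Neutrophils in the tissue of this mouse remain open, and no biological explanation was tested.

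The remaining libraries stood apart on 1 measure each. *Col7a1* had a log2 CPM of 5.64 in WT library 2 and between 3.41 and 3.67 in the other WT libraries (ratio 0.881). *Col17a1* had 7.79 in *Thra1* PV/+ library 3 against 7.33 to 7.39 (ratio 0.871), and *Pcp4l1* had 3.75 in *Thra1* PV/+ library 4 against 3.05 to 3.12 (ratio 0.893). *Pkp1* had -4.12 in WT library 1 against 0.25 to 0.70 (ratio 0.906), a value that rests on 1 count. The progesterone response list had a mean log2 CPM of 3.57 in *Thra1* PV/+ library 1 against 2.41 to 2.57 (ratio 0.862). No technical or biological explanation was tested for these values.

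Hemidesmosome and anchoring fibril genes are a group the paper does not discuss as a whole, and their list was higher in *Thra1* PV/+ endometrium (median log2 fold change 0.38 over 10 genes, 9 of them higher, camera adjusted p = 1.95e-05, fry adjusted p = 0.0283, all from the edgeR fit). Without 1 library, the median ranged from 0.14 to 0.75. The paper names 2 of the 10, *Col7a1* and *Col17a1*. Without them the other 8 had a median log2 fold change of 0.19, with 7 higher. As a list, those genes did not pass camera (p = 0.0754) or fry (p = 0.270) on the edgeR fit, and their mean log2 CPM differed by 0.36 (exact permutation test, p = 0.286), so the higher list may rest on those 2 genes. A general rise of fibrillar collagen transcripts as the reason for the 2 collagens is argued against by the fibrillar collagen list, with a median of -0.37 over 10 genes, 2 of them higher (camera adjusted p = 0.116 on the edgeR fit). The mean of the 2 collagens minus that list differed by 5.19, with no overlap of the genotypes (exact permutation test, p = 0.0286). *Col17a1* (log2 fold change 7.17) weighed more in that mean than *Col7a1* (1.56), so the separation does not speak for *Col7a1* alone. The genotypes overlapped for *Col7a1*, with 49.9 CPM in WT library 2 and 46.0 CPM in *Thra1* PV/+ library 4. More basal squamous epithelium in the *Thra1* PV/+ tissue stays open and was not tested apart from the other changes.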

How the results depend on the processing

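The fits with the stroma list or the smooth muscle list as a covariate were chosen only after the results were seen. No normalization of the counts moved the median log2 fold change of all tested genes by more than 0.1.

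The DEG total of 180 (DEG up 168, DEG down 12) changed by more than 1.5 times under these alternatives, and the cause was not tested unless given. DESeq2 called 793 genes (567 higher, 226 lower), all 180 among them. Limma voom with sample quality weights called 311 (253 and 58), sharing 171. With at least 10 counts in every library, 81 were called (74 and 7), since only 102 of the 180 could still be tested, and 80 were shared. An adjusted p-value of 0.05 gave 119 calls, 4 of them lower, and glmTreat against a fold change of 2 gave 95 (92 and 3). An unadjusted p-value under 0.05 gave 1154 (654 and 500) with the fold change threshold and 1775 (917 and 858) without it. On TPM with a pseudocount of 0.1, 20 of 225 called genes were lower. The stroma covariate gave 486 (346 and 140), sharing 173, and the smooth muscle covariate gave 74, 63 of them higher, sharing 60. The other normalizations, at least 1 count, robust dispersion, TPM with a pseudocount of 1, leaving out immunoglobulin genes, and an adjusted p-value of 0.1 with no fold change threshold gave between 152 and 211 calls.

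Across the 8 fits that each left out 1 library, which have fewer libraries, there were 81 to 167 calls, 79 to 157 higher and 2 to 15 lower. The total moved by more than 1.5 times without *Thra1* PV/+ library 2 (116, with 110 and 6), *Thra1* PV/+ library 3 (81, with 79 and 2) and WT library 4 (114, with 105 and 9). The number of lower genes also moved without *Thra1* PV/+ library 4 (6) and WT library 3 (5).

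With the replicate number as a replicate block, 82 genes were called (75 higher, 7 lower), 75 of them among the 180. The numbers do not appear to pair the libraries, because the deviations of libraries with the same number from the means of their genotypes correlated at 0.27, -0.44, 0.34 and -0.16 across genes, which are not independent replicates.

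The Il33 log2 fold change kept its direction in every fit. It passed the adjusted p-value of 0.1 with DESeq2 (3.48), upper quartile (3.51), library size (3.55), at least 1 count (3.48), voom (3.56), TPM with pseudocount 1 (3.96) or 0.1 (4.11), the stroma covariate (3.24) and without WT library 4. Over the 8 fits without 1 library it ranged from 3.19 to 4.68, and its adjusted p-value over all alternatives from 1.91e-05 to 0.322. Of the 5 cytokine genes of Fig. 6b, DESeq2 called 3. Upper quartile, library size, at least 1 count, voom and both TPM settings called 1 each, and the fits without 1 library called from 0 to 1. *Klf9* was called with DESeq2 (-2.00) and with the stroma covariate (-1.13), and its log2 fold change lay between -2.70 and -1.54 without 1 library, with adjusted p-values from 0.0516 to 0.744 over all alternatives. The Klf9 log2 fold change was nearest 0 with the smooth muscle covariate, at -0.88 (adjusted p = 0.707 from edgeR).

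Of the gene lists, 4 passed with fry and 0 with an estimated correlation, where 3 had an unadjusted p-value under 0.05, against 14 with the preset correlation, and from 11 to 17 passed without 1 library. The clustering placed 6 of 8 libraries by genotype with a larger set of genes or with complete linkage, 5 with all tested genes, and 8 with 100 genes or with TPM.

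Directions reversed only for values near 0 or past no threshold in the fit of all 8 libraries. With voom, the Hoxc10 log2 fold change was -0.16, the uterine gland list 0.047, the estrogen response list 0.22 and the mitochondrial list 0.0015. On TPM with pseudocount 1, these were -0.0023, 0.10, 0.17 and 0.083, and with 0.1 the 3 lists had 0.091, 0.18 and 0.083. With library size only, the estrogen response list had 0.0079. Without 1 library, log2 fold changes ranged from -0.23 to 0.29 for *Thra*, -0.73 to 0.43 for *Pgr*, -0.29 to 0.70 for *Hoxc10*, -0.38 to 0.079 for *Kdm5d* and -2.37 to 0.040 for *Pgm5*. Medians ranged from -0.20 to 0.31 for simple epithelium, -0.17 to 0.30 for the cytokine and chemokine family, -0.93 to 0.053 for the collagen family, -0.27 to 0.46 for the estrogen, -1.04 to 0.30 for the progesterone and -0.14 to 0.052 for the mitochondrial list. Among lists and single genes other than *Il33* and *Klf9*, which are given above, 119 results were weaker under an alternative and 23 stronger, and 1564 were the same. Depth limits *Il9r*, whose counts were too low for the count filter with all 8 libraries and in 3 of the 8 fits without 1 library.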

Differences from the paper's values

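The fits with a list as a covariate were chosen only after the results were seen. The paper gives 592 DEG, and edgeR's quasi-likelihood test called 180 at the thresholds of the Supplementary Information. Of the 25 alternatives set before the data were examined, DESeq2, the paper's tool, came within 1.5 times with 793, and the others did not. The paper gives 489 up-regulated genes, against 168 here. DESeq2 (567) and an unadjusted p-value under 0.05 with a fold change of 2 (654) came within 1.5 times, and the others did not. The paper gives 102 down-regulated genes, against 12 here, and none of those alternatives came within 1.5 times. With the stroma list as a covariate, chosen after seeing the values, the DEG total was 486, DEG up 346 and DEG down 140, which are within 1.5 times of the paper's 3 counts. The paper's ratio of up to down genes is nearly 5, against 14 here, and voom came within 1.5 times with 4.36 (DESeq2 gave 2.51). The text gives a threshold on p without naming an adjustment, and the Supplementary Information gives a fold change and an adjusted p-value. At an unadjusted p-value under 0.05 with no fold change threshold, 1775 genes passed.

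The paper gives 5 cytokine genes as differentially expressed, and 0 were called here. The text of the paper names a lower fold change threshold for them than the 2-fold used here, and none of the 4 tested passed the adjusted p-value of 0.1 at any fold change. None of the alternatives set before the data were examined called 5. DESeq2 called *Il33*, *Ccl3* and *Il9r*. *Il33* was also called with upper quartile normalization, library size only, at least 1 count, voom, both TPM settings and without WT library 4, and with the stroma covariate. *Il23a* is about 1.1-fold higher in Fig. 6b, read by eye, and 3.38-fold higher here. It lay within the spread of the libraries of that value on TPM with pseudocount 1 (2.31-fold), without *Thra1* PV/+ library 2 (2.49) and without WT library 1 (3.01), 2 (2.98) or 3 (3.01), and not with the other alternatives. *Il1b* is also about 1.1-fold higher in Fig. 6b, read by eye, and 5.43-fold higher here, a gap within the spread of the libraries. The gap exceeded that spread with replicate number as a block (7.93-fold), on TPM with pseudocount 1 (6.31) or 0.1 (7.95), and without *Thra1* PV/+ library 1 (6.24) or 4 (6.85) or WT library 4 (13.6).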

Other observations

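In this part, the tests of the splits with DESeq2, the share of unchanged genes among DESeq2 calls, *Klf9* minus the stroma list, the squamous minus the simple epithelium list, the lists without 1 library and the stroma list in the other split, and the rule that camera and the permutation test must both pass for the smooth muscle list, with fry as well for the lists without 1 library, were chosen only after the result was seen.

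Of the 35 splits of the 8 libraries into 4 and 4, 3 gave at least the 180 calls of the genotype split with edgeR's quasi-likelihood test, and 5 gave at least its 793 calls with DESeq2. Another grouping of the libraries is therefore not excluded as a source of a number of calls this large, although 31 of the 34 other splits gave 0 calls with edgeR (between 156 and 4862 genes had an unadjusted p-value under 0.05 in the other splits). The split that set *Thra1* PV/+ libraries 1 and 4 with WT libraries 1 and 2 gave 1256 calls (796 higher, 460 lower), and 0 of them were among the 180. The split that set *Thra1* PV/+ library 1 with WT libraries 1, 2 and 4 gave 337, and these libraries have the 4 highest means of the stroma list. In the first of these splits, the stroma list had a median log2 fold change of 1.43 and the simple epithelium list -0.88, so a different share of stroma in the dissected tissue may underlie it. This is a hypothesis from the same data, and the test separates little, because 19 of 23 lists passed camera in that split and 0 passed fry.

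Tissue other than endometrium was weighed for the higher squamous transcripts. Posterior Hox genes, which mark cervix and vagina, had 22 counts in *Thra1* PV/+ and 34 in WT libraries. The log2 difference tested over the libraries, which is not the log2 ratio of these sums, was -0.50 (exact permutation test, p = 0.171). With so few counts, cervix or vagina in the dissected tissue cannot be told apart from a change in the endometrium. The smooth muscle list was lower in *Thra1* PV/+ endometrium (median log2 fold change -3.68 over 12 genes, camera adjusted p = 1.62e-06 on the edgeR fit), and its mean log2 CPM differed by -2.71 (exact permutation test, p = 0.0571, fry adjusted p = 0.355). *Acta2* had 73.6 ± 76.7 CPM (SD, n = 4) in *Thra1* PV/+ and 1186 ± 1980 CPM (SD, n = 4) in WT endometrium, where WT library 1 had 4154 CPM and the others had between 126 and 297. Its log2 fold change was -4.01, and -1.38 without that library (adjusted p = 0.377 and 0.699 from edgeR). Without WT library 1 the median was -1.11, and the list passed camera (adjusted p = 2.43e-06) and neither fry (adjusted p = 0.314) nor the permutation test of its mean (-1.71, exact permutation test, p = 0.143), so it cannot be told whether the difference rests on that library. Whether myometrium in the WT tissue explains differences between the genotypes cannot be told apart from other sources, since the permutation test and fry do not pass. A lower share of smooth muscle would raise other epithelial transcripts alike, and the squamous list minus the simple epithelium list differed by 4.49 (exact permutation test, p = 0.0286), which argues against it as the reason for the squamous transcripts.

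A difference in library size as the reason for more higher than lower genes is argued against by the library totals, which overlap between *Thra1* PV/+ (48791602 to 54122186 counts) and WT (49551650 to 59818887 counts). Downsampling each library to 48791602 counts therefore had little to remove, and the ratio was 14.2 (170 and 12) after it and 14 before. In simulated counts at the dispersions of these libraries, unchanged genes made up 37.5% of the DESeq2 calls on average over 5 draws (34.4% to 39.3%). Some of the additional DESeq2 calls may therefore be unchanged genes. That share depends on the 200 changed genes simulated and on the 18174 genes tested there, where the real fit had 30306. The share does not carry over to the 793 calls.

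In these libraries *Klf9* had 7.39 ± 5.89 CPM (SD, n = 4) in *Thra1* PV/+ and 30.1 ± 19.9 CPM (SD, n = 4) in WT endometrium, a log2 fold change of -2.02 (standard error 0.65, adjusted p = 0.351 from edgeR's quasi-likelihood test). Log2 CPM of *Klf9* minus the mean of the stroma list differed by -1.12, with no overlap of the genotypes (exact permutation test, p = 0.0286), which argues against a lower share of stroma as the whole reason. Of other genes the paper names, *Col6a5* had a log2 fold change of 1.41 (adjusted p = 0.0807 from edgeR) and lost its call in each fit without 1 library. *Col7a1* had 1.56 (adjusted p = 0.370) and was called with DESeq2, with voom and without WT library 2 (2.48, with adjusted p-values over its alternatives from 0.00939 to 0.705). *Dio3* had -2.70 (adjusted p = 0.127) and was called with DESeq2 and without WT library 2. *Thrb* had -0.99, *Hr* 0.69, *Mki67* 1.31, *Cd8a* 0.45, *Aif1* 0.34, *Itgam* 0.69, *Ptprc* 0.50, *Esr1* -0.21 and *Pgr* -0.25, and none of these passed an adjusted p-value of 0.1.

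Of the other lists, the proliferation list had a median of 1.20 over 21 genes, all higher (camera adjusted p = 2.58e-07, fry adjusted p = 0.355, both on the edgeR fit, exact permutation test of the list mean, p = 0.2). Without *Thra1* PV/+ library 1 the median was 0.38, and the list passed camera (adjusted p = 0.00292) and neither fry (adjusted p = 0.434) nor the permutation test (exact permutation test, p = 0.4), so it cannot be told whether the higher list rests on that library. The direction of this list and of *Mki67* is opposite to the paper's Ki-67 staining, which was lower in mutant luminal epithelium and glands. Staining measures protein in those cells, and these libraries hold RNA of dissected endometrium. With fry and the permutation test not passed, these libraries do not settle the direction. By camera, the ciliated epithelium (-0.75), stroma (-0.83), blood (-1.78), uterine Hox (-1.22) and fibrosis (-0.36) lists were also lower in *Thra1* PV/+ endometrium. None of them passed fry. In fits without 1 library, all but the ciliated epithelium list stopped passing camera at least once, and without WT library 1 none of these 4 passed, with medians of -0.73 (stroma), -0.63 (blood), -0.65 (uterine Hox, adjusted p = 0.210) and -0.15 (fibrosis). Over all fits without 1 library, medians ranged from -1.68 to -0.29 (stroma), -2.10 to -0.63 (blood), -1.51 to -0.65 (uterine Hox) and -1.48 to -0.15 (fibrosis). The thyroid hormone response list (-0.31) passed fry (adjusted p = 0.0213) and not camera (adjusted p = 0.0751). Its mean log2 CPM differed by -0.46, with no overlap of the genotypes (exact permutation test, p = 0.0286). Without 1 library, its camera adjusted p-value ranged from 0.0238 to 0.143. The simple epithelium (0.03), gland (-0.37), cytokine and chemokine family (0.16), collagen family (-0.24), estrogen (-0.08), progesterone (-0.60) and mitochondrial (-0.08) lists passed neither, and the gland, estrogen and mitochondrial medians changed sign with the TPM values. The posterior Hox and Y chromosome lists had too few tested genes. Of the 16 stroma genes, 7 are on another list, and of the 12 smooth muscle genes, 1 is, and WT libraries hold counts of all members of both lists.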
